# RNA polymerase II pausing is essential during spermatogenesis for appropriate gene expression and completion of meiosis

**DOI:** 10.1038/s41467-024-45177-3

**Published:** 2024-01-29

**Authors:** Emily G. Kaye, Kavyashree Basavaraju, Geoffrey M. Nelson, Helena D. Zomer, Debarun Roy, Irene Infancy Joseph, Reza Rajabi-Toustani, Huanyu Qiao, Karen Adelman, Prabhakara P. Reddi

**Keywords:** Spermatogenesis, Transcription, Meiosis

## Abstract

Male germ cell development requires precise regulation of gene activity in a cell-type and stage-specific manner, with perturbations in gene expression during spermatogenesis associated with infertility. Here, we use steady-state, nascent and single-cell RNA sequencing strategies to comprehensively characterize gene expression across male germ cell populations, to dissect the mechanisms of gene control and provide new insights towards therapy. We discover a requirement for pausing of RNA Polymerase II (Pol II) at the earliest stages of sperm differentiation to establish the landscape of gene activity across development. Accordingly, genetic knockout of the Pol II pause-inducing factor NELF in immature germ cells blocks differentiation to spermatids. Further, we uncover unanticipated roles for Pol II pausing in the regulation of meiosis during spermatogenesis, with the presence of paused Pol II associated with double-strand break (DSB) formation, and disruption of meiotic gene expression and DSB repair in germ cells lacking NELF.

## Abstract (web summary)

Gene expression dynamics are tightly regulated during spermatogenesis, with disruptions resulting in infertility. Here they identify a critical role for RNA PolII pausing in spermatogenesis and show that loss of the RNA PolII pausing factor NELF causes meiotic arrest.

## Introduction

Mammalian spermatogenesis is a highly conserved and carefully orchestrated cell differentiation process. Understanding male germ cell development is of paramount importance since defects in spermatogenesis typically result in a failure to produce spermatozoa and infertility. Male infertility is a major reproductive health issue affecting at least 30 million men globally with limited treatment options available^1^. Although the major cell types involved in spermatogenesis and the key transitions between these stages have been described, the asynchronous nature of spermatogenesis within the seminiferous tubules and resulting cellular heterogeneity has confounded efforts to understand the mechanisms governing the changes in gene expression, chromatin structure and cell morphology that accompany sperm development^2^.

Male germ cell development starts with the spermatogonial stem cells and culminates in the formation of spermatozoa. This process, which involves three major developmental stages, is conserved between mice and humans^3^. Spermatogonia (SG) divide by mitosis, differentiate, and commit to meiosis. Spermatocytes (SC) go through two rounds of meiotic division and give rise to haploid round spermatids (RS). The RS then enter terminal differentiation, acquiring unique structures such as the acrosome and flagellum to become elongated spermatozoa. Throughout the process of germ cell development, somatic support cells such as Sertoli and Leydig cells provide signaling molecules to maintain the stem cell niche^4^.

Within the seminiferous epithelium, germ cells advance through spermatogenesis as cohorts transitioning through a series of developmental stages. This suggests a requirement for precise spatiotemporal gene regulation within each cell type of a cohort^5^. Consistent with this, perturbation of transcription and RNA binding factors such as TDP-43 cause severe defects in sperm maturation^6,7^. TDP-43 is a protein with multiple roles in RNA metabolism and transcription, and has been suggested to regulate the promoter-proximal pausing of Pol II^6–8^. However, the mechanisms underlying the defects in male germ cells lacking TDP-43 or other regulators of gene expression remain to be fully explored.

Here, we probed gene activity in purified SG, SC, and RS from murine testis. Through integration of steady-state RNA-seq with nascent RNA analysis using Precision Run-On Sequencing (PRO-seq), we reveal widespread changes in gene expression during spermatogenesis and demonstrate that this regulation occurs predominantly at the level of transcription. We find that the controlled pausing of Pol II in early transcription elongation plays a critical role in the proper expression of genes during male germ cell development. Specifically, we discover that the selective establishment of paused Pol II at promoters in SG is essential for appropriate gene activation in SC. Using immunohistochemistry and single cell RNA-sequencing (scRNA-seq) in testis lacking the Pol II pause-inducing complex NELF we demonstrate that loss of NELF in SG prevents appropriate differentiation and meiotic progression of SC, and dramatically reduces the number of RS produced. Further, we identify an intriguing connection between Pol II pausing and the location of double strand breaks created during meiosis. Together, our results reveal an essential role for NELF-mediated Pol II pausing in spermatogenesis and shed new light on the mechanisms underlying the requirement for TDP-43 in this process. Further, these data represent a comprehensive analysis of gene control during spermatogenesis, opening new avenues for understanding idiopathic male infertility and for the development of new treatments.

## Results

### Widespread changes in gene expression during spermatogenesis

To define the mechanisms underlying gene regulation during spermatogenesis we purified populations of SG, SC and RS derived from wild type C57BL/6 J mice. The SG were isolated from 6 to 8 day old mouse testis, while SC and RS cells were isolated from three-month-old mice using the STA-PUT method^7,9^. To validate our cell populations and characterize steady-state RNA levels, we performed total RNA sequencing (RNA-seq). Cells were spiked prior to RNA extraction to allow for accurate normalization of reads across conditions. Our normalization strategy further included a correction for the haploid status of RS cells as compared to diploid SG and SC stages (see Methods). Although SCs have 4C DNA content following replication in meiosis, we could not find evidence that all genome copies were competent for transcription at this stage, so no additional corrections were made. Inspection of individual loci confirmed the appropriate expression profiles of previously described marker genes for each cell type, validating our purification and normalization procedure. For example, *Crabp1* RNA expression is highest in SG (Fig. 1a), consistent with a role for this gene in the retinoic acid signaling that prepares SG to differentiate and enter meiosis^10,11^. Likewise, *Spo11*, which is essential in SC for the initiation of meiosis and double-strand break formation^12^, exhibits the highest RNA expression in SC (Fig. 1b). The testis-specific kinase *Tssk3*, which is involved in spermiogenesis^13^ and is a marker of RS, is expressed most strongly in this cell type (Fig. 1c).

**Fig. 1:**
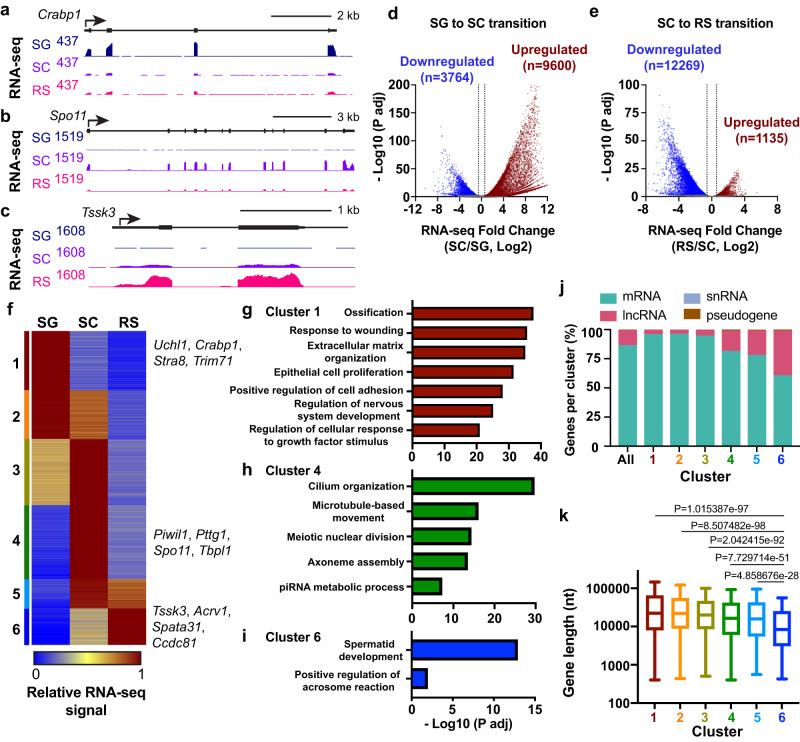
Most active genes are differentially expressed during spermatogenesis. **a**–**c** Genome browser views of RNA-seq at *Crabp1*, a SG-specific gene (**a**), *Spo11*, a SC-specific gene (**b**), and *Tssk3*, a RS-specific gene (**c**). **d**, **e** Volcano plots showing fold changes in RNA-seq expression versus adjusted p-values, for active genes (*n* = 19,823). SG compared to SC (**d**), and SC to RS (**e**). Dotted lines indicate 1.5-fold cut-off for significantly increased (red) or decreased (blue) genes, with numbers of genes passing these thresholds and *p*-values < 0.05 indicated on each plot. *P*-values from DESeq2, (Wald test, adjusted p-value calculated using Benjamin-Hochberg correction). **f** Heatmap showing relative RNA-seq expression in each cell type using k-means clustering and standard Euclidean distances. Shown are 17,078 genes differentially expressed in (**d**, **e**). Cluster 1 *n* = 3226, Cluster 2 *n* = 2645, Cluster 3 *n* = 3601, Cluster 4 *n* = 4024, Cluster 5 *n* = 1596, and Cluster 6 *n* = 1986. **g**–**i** Top Gene Ontology terms and significance values for clusters 1 (**g**), 4 (**h**) and 6 (**i**), generated with ClusterProfiler and consolidated using Revigo. Enrichment p-values were calculated by a hypergeometric test, and the p-values were adjusted using a Benjamin-Hochberg correction. **j** Percent of genes from each cluster that correspond to the indicated RNA biotypes, as compared to all genes. **k** Distribution of gene length (TSS to TES) for genes in each cluster defined in (**f**). Line represents median, box represents 25–75th percentile, whiskers represent 1.5X interquartile range. *P*-values from unpaired, two-sided Mann-Whitney U test are shown for cluster 6 vs. all other clusters. Source data are provided as Source Data Fig. 1.

Analysis of differentially expressed genes between SG and SC identified 9600 upregulated and 3764 downregulated genes (Fig. 1d), indicative of broad alterations in cell state during this transition. The transition from SC to RS also involved widespread alterations in the transcriptome; however, in this situation, the majority (*n* = 12,269) of differentially expressed genes are decreased in RS with far fewer genes induced (*n* = 1135) (Fig. 1e). This general downregulation of gene activity in RS is consistent with the silencing of transcription in preparation for the condensation of chromatin in late spermatids^14^. Notably, although previous work has reported considerable gene expression changes during spermatogenesis^11,15–17^, our spike-in normalization allows us to detect more differential expression than has been previously observed, providing a comprehensive profile of gene activity in each cell type.

### Distinct clusters of expression across germ cell development

We next sought to identify groups of genes with similar expression profiles across spermatogenesis. We calculated the relative RNA-seq levels across cell types for each differentially expressed gene (*n* = 17,078 genes) and used these values to perform clustering analyses. This yielded six clusters with distinct expression dynamics (Fig. 1f). To characterize the genes in each cluster, we performed gene ontology (GO) term analysis. We found that genes in cluster 1 (*n* = 3226), which are highly expressed in SG but rapidly repressed during differentiation, are enriched in general housekeeping functions such as cell adhesion, morphogenesis, and cell growth (Fig. 1g). Cluster 2 genes (*n* = 2645), which are repressed more slowly than cluster 1 during the transition from SG to SC, represent additional housekeeping GO categories, including metabolic processes (Supplementary Fig. 1a). Cluster 3 (*n* = 3601), which becomes activated during differentiation of SG to SC, is enriched in genes governing mRNA processing and post-transcriptional regulation of gene expression (Supplementary Fig. 1b). This finding is consistent with reports that RNA processing and 3’ end formation are altered in SC and RS^18–20^. Cluster 4 genes (*n* = 4024), which are selectively induced in SC, include GO terms important for meiosis, genome integrity, and sperm development such as the piRNA pathway and cilium assembly (Fig. 1h). Similarly, cilium organization is the top GO term represented in Cluster 5 (*n* = 1596) (Supplementary Fig. 1c), in agreement with SC cells beginning to establish the machinery required for sperm motility. Finally, cluster 6 genes (*n* = 1986) that have very low expression in SG but are highly activated in RS are enriched in the GO terms spermatid development and the acrosome reaction (Fig. 1i). Thus, these clusters reflect known germ cell biology, and expand upon this knowledge to encompass thousands of genes not previously appreciated to be regulated during spermatogenesis.

Although most clusters include predominantly protein-coding genes, lncRNAs are also represented among the differentially expressed genes. Intriguingly, cluster 6 genes are almost 40% lncRNA (Fig. 1j; *n* = 762 lncRNAs). This finding is consistent with the observed makeup of RNAs packaged within human sperm, which are enriched in lncRNAs^15,21,22^. Prior work has demonstrated that the cluster 6 gene *Acrv1* is coactivated in RS with the annotated lncRNA 1700027I24Rik^23,24^. This lncRNA is located upstream and antisense from the *Acrv1* promoter, suggesting that RS gene regulation might involve coordinated expression of mRNAs and proximal lncRNAs. Indeed, investigation of lncRNAs transcribed from within 1 kb of a protein coding gene revealed 31 mRNA-lncRNA pairs that are coordinately upregulated cluster 6 transcripts.

We also noted that genes expressed later in spermatogenesis tended to be shorter than those expressed earlier, with cluster 6 genes having significantly smaller distances from transcription start sites (TSS) to transcript end sites (TES) than genes in other clusters (Fig. 1k). This result held true when considering only mRNAs in each cluster (Supplemental Fig. 1d), confirming that the short length of many lncRNAs was not biasing this measurement. We speculate that genes expressed late in spermatogenesis may be preferentially short, to enable rapid RNA synthesis and transcript accumulation prior to spermiogenesis. Together, our results provide a comprehensive profile of the gene expression program enacted during sperm development, which enables the repression of most housekeeping genes, while driving the specific activation of thousands of spermatogenesis-related coding and non-coding RNAs.

### Gene expression changes are largely transcriptional

To determine to what extent the observed differences in steady-state RNA abundance across spermatogenesis were due to transcription as compared to RNA processing or RNA stability, we directly measured levels of active transcription in purified SG, SC and RS using Precision Run-On sequencing (PRO-seq)^25,26^. This approach allows for high resolution mapping of actively engaged Pol II, with levels of PRO-seq signal within gene bodies (e.g., from 250 nt downstream of the TSS to the TES) providing a reliable measurement of the amount of productive Pol II elongation occurring within each gene (Fig. 2a). As with the RNA-seq samples, we performed spike normalization to enable absolute quantification of PRO-seq signal in each sample.

**Fig. 2:**
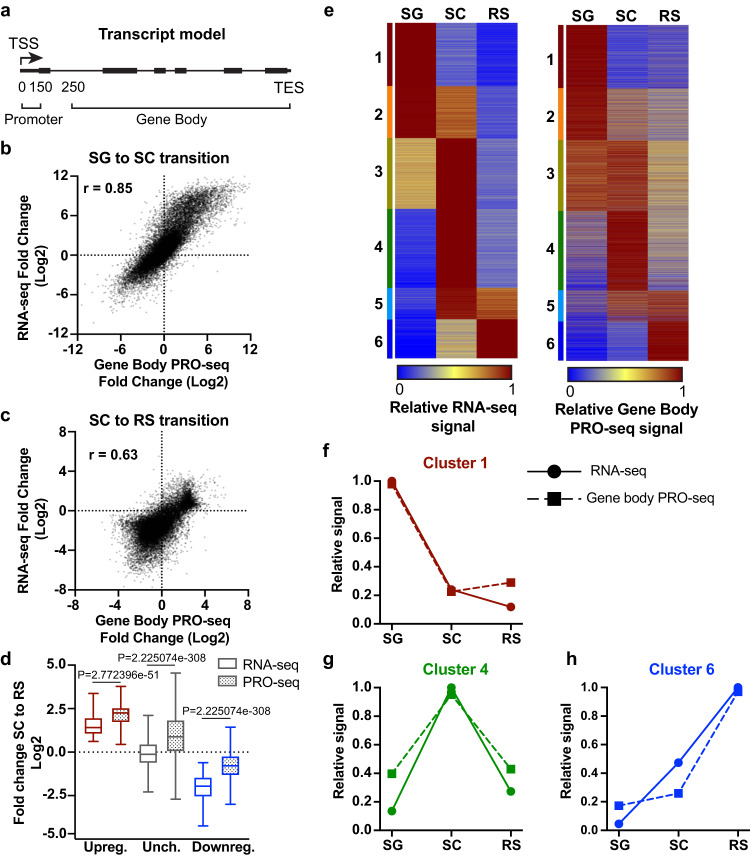
Gene expression changes during spermatogenesis are largely transcriptional. **a** Example windows for PRO-seq analysis in promoter (TSS to TSS + 150) or gene body (TSS + 250 to TES). **b** Scatter plot comparing the fold changes between SG and SC in RNA-seq versus PRO-seq gene body signal (TSS + 250 to TES). Spearman’s r = 0.85, and *n* = 19,823. **c** Scatter plot as in **b**, for the fold changes between SC and RS. Spearman’s r = 0.63, and *n* = 19,823. **d** Box plot representation of the distribution of fold changes in RNA-seq (empty box) or PRO-seq gene body (TSS + 250 to TES) (dotted box) for the SC to RS transition. Genes are grouped based on RNA-seq status as upregulated (red, *n* = 1134), unchanged (gray, *n* = 5880), or downregulated (blue, *n* = 12,226) as in Fig. 1e. Line represents median, box represents 25–75th percentile, whiskers represent 1.5X interquartile range. *P*-values from two-sided Wilcoxon signed rank test. **e** Heatmaps show relative RNA-seq (left, as in Fig. 1f) compared to relative PRO-seq gene body (TSS + 250 to TES) signal (right). *n* = 17,078. **f**–**h** Plots of average relative signal from RNA-seq (solid line and circle) or PRO-seq in gene bodies (dotted line and square) for each cell type, for clusters 1 (**f**), 4 (**g**), and 6 (**h**). Source data are provided as Source Data Fig. 2.

We first compared the fold changes in RNA-seq vs. PRO-seq signals for each cell transition, to see how often increased or decreased RNA abundance reflected concomitant changes in levels of elongating Pol II. For both the SG to SC transition (Fig. 2b) and the SC to RS transition (Fig. 2c), the data sets are highly correlated, indicating that changes in transcription drive many of the changes in gene expression during spermatogenesis. We note that the SC to RS transition has both a narrower range of fold changes as well as an overall downward shift in the RNA-seq levels, reflecting a generally lower abundance of RNA in RS. We reasoned that this reflects the haploid status of RS cells, where one fewer genome copy per cell would require twice the density of elongating Pol II to maintain total RNA levels as compared to diploid SC. Notably, this finding implies that gene upregulation in RS, on a per cell basis, would require a dramatic increase in transcription. Indeed, box plots depicting the RNA-seq and PRO-seq fold changes at genes upregulated during the SC to RS transition (Fig. 2d), shows a striking increase in PRO-seq signal at upregulated genes. Importantly, even unchanged genes show evidence of a nearly 2-fold increase in transcription activity in haploid cells as assessed by gene body PRO-seq signal (Fig. 2d, median=0.88 Log2, or a 1.84-fold increase). These findings suggest that, following meiosis, spermatids overcome reduced gene dosage by enacting a form of dosage compensation, which involves ~2-fold activation of genes whose levels should remain consistent between SC and RS.

To further probe the relationship between RNA abundance and transcription levels, we generated a heatmap of relative PRO-seq gene body signal using the same gene list and gene order as shown for the RNA-seq (Fig. 2e: RNA-seq at left, gene body PRO-seq at right). In agreement with transcription being the dominant driver of changes in RNA abundance during spermatogenesis, the RNA-seq and PRO-seq profiles corresponded well (Fig. 2e). Graphing the relative expression levels for RNA-seq and PRO-seq across cell types confirmed the strong agreement between RNA abundance and active transcription elongation at: Cluster 1 genes that are expressed most highly in SG and repressed in other cell types (Fig. 2f); Cluster 4 genes that are very strongly expressed in SC with lower expression in SG and RS (Fig. 2g); and Cluster 6 genes that are highly active only in the haploid RS stage (Fig. 2h). Agreement between measures of RNA abundance and transcription activity were also observed for genes in clusters 2, 3 and 5 (Supplementary Fig. 2a–c). We conclude that transcription regulation is of central importance in determining RNA abundance in differentiating germ cells.

### SC selective genes accumulate paused Pol II in SG

To dissect the mechanisms of transcription regulation during spermatogenesis, we further analyzed the PRO-seq data. As noted above, after Pol II recruitment to a gene promoter and initiation of RNA synthesis, the polymerase undergoes transient pausing. Paused Pol II remains transcriptionally engaged while bound by the DSIF and NELF complexes, which stabilize the paused state and disfavor forward synthesis^27–30^. Pause release is triggered by the recruitment of the kinase P-TEFb, which phosphorylates Pol II and DSIF to dissociate NELF and enable the transition to productive elongation. Importantly, loss of NELF renders the early elongation complex susceptible to premature termination and loss of gene activity^31–33^, highlighting the importance of this checkpoint prior to Pol II release into the gene body.

To investigate a role for Pol II pausing at genes regulated during spermatogenesis, we generated a heatmap of relative PRO-seq signal at promoters (Fig. 3a, left), which represents the levels of initiated and promoter-proximally paused Pol II. We then compared this heatmap to that depicting the relative PRO-seq signal within gene bodies (Fig. 3a, right; as shown in Fig. 2e, right), which represents the level of active RNA synthesis. If, for example, reduced transcription levels in a given cell type result from a decrease in Pol II initiation at the gene promoter, then both the promoter and gene body PRO-seq signals should be lower in that cell type. This scenario is reflected at genes in clusters 1 and 2, wherein the promoter and gene body PRO-seq signals are highest in SG and are sharply reduced in SC and RS (compare Fig. 3a left and right). Cluster 1 genes in particular show remarkably similar profiles of promoter and gene body signal across cell types (Fig. 3b), indicating that the decrease in abundance of cluster 1 transcripts results from suppression of transcription initiation in SC. Similarly, we find that cluster 6 genes are primarily regulated at the level of transcription initiation (Fig. 3c), where increased expression in RS reflects higher average levels of PRO-seq at both the promoters and within gene bodies. In agreement with these observations, we find that the core promoter motif for the TATA-binding protein (TBP) is enriched at cluster 1 and cluster 6 genes (Supplementary Fig. 3a). TBP is a central factor in transcription initiation, and high levels of TBP and TBP-like factor (TLF) have been observed during spermatogenesis, with TLF particularly enriched and required for RS function^34,35^.

**Fig. 3:**
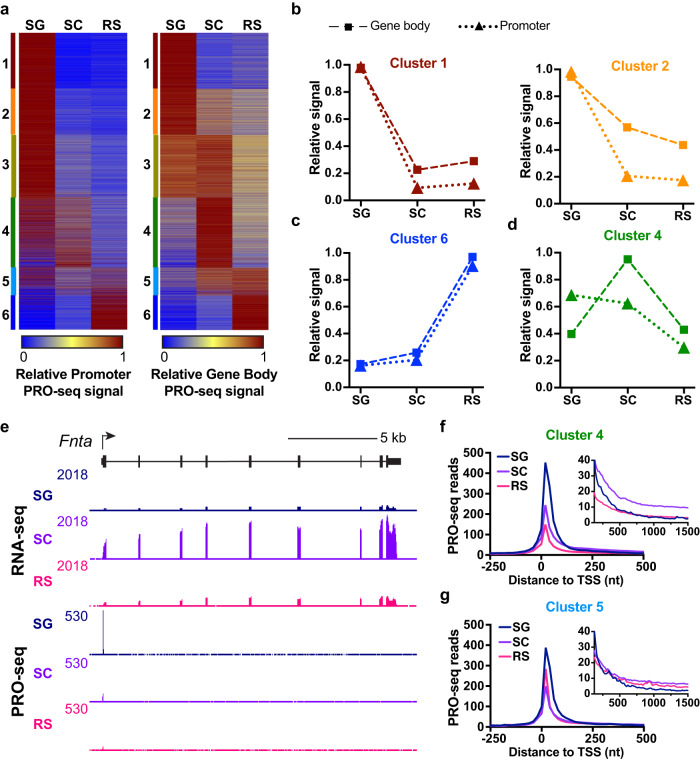
Analysis of promoter PRO-seq signal reveals that SC selective genes accumulate paused Pol II in SG. **a** Heatmaps show the relative promoter PRO-seq signal (TSS to +150, left) as compared with the gene body PRO-seq signal (at right, as in Fig. 2e, right). Genes are ranked as in Figs. 1f, 2e. **b**–**d** Plots of average relative signal from PRO-seq within promoter (dotted line with triangles) or gene body (dashed line with squares) regions for each cell type. Shown are data for genes in clusters 1 and 2 (**b**) cluster 6 (**c**) or cluster 4 (**d**). **e** Genome browser view of RNA-seq and PRO-seq at *Fnta*, a SC-specific cluster 4 gene that has a prominent peak of promoter PRO-seq in SG. **f**–**g** Metagene plots of average PRO-seq reads in each cell type for all protein-coding genes in cluster 4 (**f**) or cluster 5 (**g**). Inset y-axis is zoomed-in to show gene body signal from +125 to +1500 nt downstream of the TSS. Source data are provided as Source Data Fig. 3.

By contrast, genes in clusters 3–5 show highest promoter PRO-seq signal in SG, despite reaching maximal expression at the SC or RS stage (Fig. 3a, d, Supplementary Fig. 3b, c). This profile is consistent with promoter-proximal pausing at these genes in SG, potentially poising them for expression later in development. Indeed, the sharp increase in gene body polymerase signal observed at cluster 4 genes in SC is accompanied by a drop in promoter Pol II occupancy in this cell type (Fig. 3d and Supplementary Fig. 3d, e), implying that higher level expression results from faster pause release (Fig. 3d). Inspection of example cluster 4 genes in the genome browser supports this conclusion (Fig. 3e, e.g., *Fnta*): these genes exhibit highest RNA-seq signal in SC, but promoter PRO-seq levels are highest in SG, prior to the onset of gene activity. A metagene profile of PRO-seq reads at genes in cluster 4 further emphasizes this point: PRO-seq signal is highest at the TSS in SG, but significant PRO-seq signal is only observed within the gene body in SC (Fig. 3f, see inset). Similarly, metagene plots of genes in cluster 5, which are activated in SC and remain modestly expressed in RS, display highest promoter PRO-seq signal in SG (Fig. 3g). Cluster 3 genes (Supplementary Fig. 3f) are likewise activated in SC by markedly increased pause release. We conclude that genes activated during the transition from SG to SC are poised for activation in the earlier SG stage, and that gene induction involves stimulation of pause release.

### NELF-B is required for the completion of spermatogenesis

To directly evaluate a role for Pol II pausing in spermatogenesis, we generated conditional knockout (cKO) mice that lacked the pause-inducing factor NELF-B in male germ cells by crossing the *Stra8-iCre* mouse strain with a NELF-B floxed mouse strain reported previously^6,36^. Notably, the NELF subunits are interdependent for stability, such that depletion of NELF-B disrupts NELF complex formation and prevents activity. *Stra8-iCre* mediated excision of floxed genes takes place in SG of the testis starting from postnatal day 4 (PND4), so that all subsequent male germ cell types including SC, RS, and elongated spermatozoa would be null for NELF-B. However, we note that *Stra8-iCre* mediated excision reaches full penetrance between PND21-40^37^.

First, to assess the levels of NELF-B in control versus NELF-B cKO mice, immunohistochemistry was performed in testis cross sections. This confirmed depletion of NELF-B signal in male germ cells at both PND15 and 24 (Fig. 4a–d, example germ cells denoted with G). As anticipated, the somatic Sertoli cells of the testis continued to express NELF-B (Fig. 4a–d, Sertoli cells denoted with S). To determine whether loss of NELF-B impacts spermatogenesis, we examined testis histology from PND15, PND24, PND35, and adult mice (Fig. 4e–h and Supplementary Fig. 4a–d). Vacuole formation and disorganization of meiotic cells were evident in NELF-B cKO testis by PND15 (Fig. 4e, f). At PND24, the control mice showed the presence of RS in a portion of the tubules, as expected (Fig. 4g). In contrast, the cKO testis showed further loss of germ cells and increased appearance of vacuoles (Fig. 4h). The severity of the phenotype worsened with age. By PND35 the number of tubules with absent or disorganized germ cells increased (Supplementary Fig. 4a, b). *Stra8-iCre* mediated excision starts in the undifferentiated SG on PND4 but reaches full penetrance by PND40^37^. Thus, complete germ cell depletion in the testes of PND35 NELF-B cKO mice likely reflects the requirement of NELF-B for spermatogonial stem cell survival/differentiation. The 9-month-old testes from NELF-B cKO mice showed tubules devoid of any germ cells, indicating that there was no recovery of spermatogenesis (Supplementary Fig. 4c, d). Together, these results indicate that loss of NELF-B disrupts the normal progression through spermatogenesis. Overall, these defects were reminiscent of our recent work using TDP-43 germ cell cKO^6^, suggesting that there could be similarities in the defects caused by these two regulators of early transcription elongation and gene expression.

**Fig. 4:**
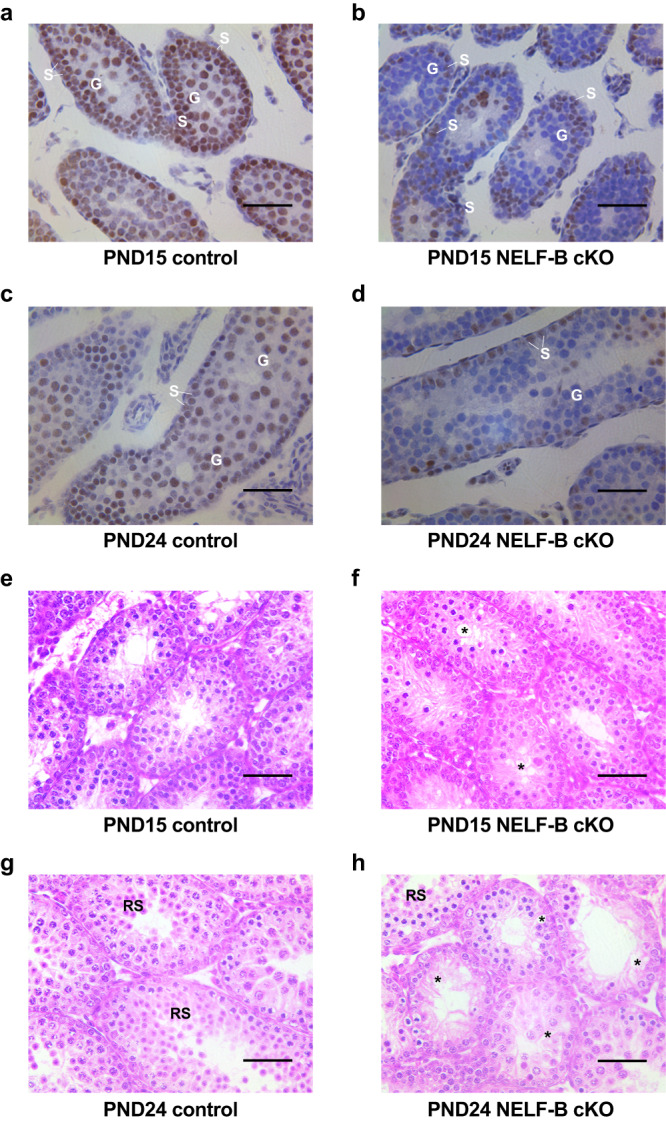
NELF-B is required for the successful completion of spermatogenesis. **a**–**d** Immunohistochemistry using NELF-B antibody stains NELF-B-positive Sertoli (S) and germ cells (G) in testis from control PND15 (**a**) and PND24 (**c**) mice. Quantification confirms 100% positive staining in *n* = 50 tubules from mice at PND15 and PND24. In tubules from NELF-B cKO mice at PND15 (**b**) and PND24 (**d**), the germ cells (G) are devoid of NELF-B protein while the Sertoli (S) cells remain NELF-B positive. Quantification identified *n* = 10 out of *n* = 72 tubules (13.89% positive) at PND15, and *n* = 8 out of *n* = 50 tubules (16% positive) at PND24. Scale bar, 50 μm. We note that some NELF-B positive germ cells are detected in the NELF-B cKO, which represent cells that escaped Cre-mediated excision of NELF-B. **e**–**h** Testis cross sections of PND15 and PND24 control (*n* = 3, **e**, **g**) or NELF-B cKO (*n* = 3, **f**, **h**) mice. PND15 NELF-B cKO mice showed degeneration of the epithelium (asterisk) involving meiotic cells in some areas (**f**). At PND24, vacuoles are also formed, and the epithelium is disorganized with detached and fewer RS (**h**). Scale bar, 50 μm.

### NELF-B and TDP-43 are required for germ cell maturation

We next sought to investigate transcriptional changes in germ cells lacking NELF-B or TDP-43. Our prior studies of a germ cell specific TDP-43 cKO, and our current data on the NELF-B cKO (Fig. 4) demonstrate that loss of either of these factors disrupts germ cell development, making it difficult to obtain sufficient SC or RS cells for bulk RNA-seq or PRO-seq experiments. Thus, we performed 10X single cell RNA-seq (scRNA-seq) on whole testis samples from PND24 mice. 

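Single cell RNA-seq libraries were made from the whole testes of 9 mice at PND24, with 1 library per mouse: 4 control mice, 2 NELF-B cKO mice and 3 TDP-43 cKO mice. The droplet method tags each captured transcript at its 3′ end with the barcode of its cell and with a UMI, so that each UMI counts 1 transcript molecule. In the cKO mice, Stra8-iCre, a recombinase active in SG, deletes exons 1 to 4 of Nelfb or exon 3 of Tardbp, the gene that encodes TDP-43. Nelfb lies on chromosome 2 of the GRCm38 build of the mouse genome from 25199712 to 25211489, and the deleted part of transcript Nelfb-201 spans 25209854 to 25211489. Tardbp lies on chromosome 4 from 148612382 to 148627019, and the deleted exon of transcript Tardbp-202 spans 148621949 to 148622112. The last exon of each transcript, exon 13 of Nelfb-201 and exon 6 of Tardbp-202, lies outside the deleted part. A Tardbp UMI read from the 3′ end therefore does not show whether exon 3 is present, while the deleted part of Nelfb includes its first exon, so a loss of Nelfb UMIs can report on the deletion. These positions come from release M21 of the GENCODE annotation. The authors mapped the reads with Cell Ranger, and the deposited matrices hold whole UMI counts of 32285 genes for every barcode of a library, without normalization and before any selection of cells. They held between 119203347 and 159407373 UMIs per mouse. Between 37.5% and 78.3% of these UMIs lay in barcodes that passed the paper's filter on genes and mitochondrial transcripts. Of the barcodes that passed, the median held 1754 to 6369 UMIs in the control mice, 5165 and 17312.5 in the NELF-B cKO mice, and 14117 to 19254 in the TDP-43 cKO mice. Expression is given in CPM, the UMI counts of a gene scaled to a common total of UMIs per cell type and mouse. For comparisons between genotypes, UMI counts were summed per mouse over the cells of a cell type, and the mouse was the unit of replication. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization of the sums, with all 9 mice in 1 fit, and with DESeq2, the paper's tool, as the main alternative. Numbers of cells were tested with the same edgeR test, with the number of cells given a cell type in the mouse as the library size. Adjusted p-values are Benjamini-Hochberg adjusted, and all tests were two-sided.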

At this developmental stage, we observe defects histologically in cKO animals (Fig. 4), but all three germ cell types (SG, SC, RS) are present.

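Over 1000 detected genes and under 10% mitochondrial transcripts were found in 45132 barcodes of the 9 mice, and 26567 genes were detected in over 15 of these barcodes. Clustering of the 45132 barcodes without integration gave 34 clusters, of which 23 with 27475 cells received a cell type from marker genes. The share of the barcodes past the filter that received a cell type was 29.4% to 63.9% in the control mice, 65.6% and 93.9% in the NELF-B cKO mice, and 94.6% to 98.0% in the TDP-43 cKO mice. In control replicate 1, 59.1% of the barcodes lay in clusters with a median under 2000 UMIs, and in control replicate 2, 64.2% lay in clusters with fewer than 3 markers of any cell type. The requirement of a median of 2000 UMIs per cluster, and the requirement that no mouse provide over 80% of a cluster, were set after the clusters had been seen. The clusters left out for a median under 2000 UMIs scored highest for markers of diplotene (D) SC or RS. They held 4503, 454, 1637 and 1204 barcodes of the control mice, 1357 and 19 of the NELF-B cKO mice and 1, 32 and 13 of the TDP-43 cKO mice. The numbers of D SC and RS given below therefore rest on this limit. Germ cells with a UMI of the targeted gene were then left out of the cKO mice, which removed 232 cells with a Nelfb UMI from the NELF-B cKO mice and 3100 cells with a Tardbp UMI from the TDP-43 cKO mice. This left 24143 cells, of which 10943 came from control mice, 6270 from NELF-B cKO mice and 6930 from TDP-43 cKO mice.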

We detected 24,269 total cells across the three genotypes. These cells were distributed across both germ and somatic cell types, with each cell having a median of 12,130 unique molecular identifiers (UMIs) and 4285 genes identified. 

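In the 24143 cells kept here, the median cell had 12092 UMIs and 4271 detected genes. Before the germ cells with a UMI of the targeted gene were left out, the 27475 cells had a median of 13693 UMIs and 4561 genes. The depth differed between mice of the same genotype: the median was 6370 UMIs per cell in control replicate 1 and 11497 to 15710 in the other control mice, and 8919 and 18063 in the 2 NELF-B cKO mice. In the TDP-43 cKO mice, the medians were 15487, 10514.5 and 10872.5 UMIs per cell. Scrublet, a tool that scores cells by their likeness to simulated doublets, called 153 of the 27475 cells (0.557%) as doublets, and these cells were kept.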

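Cell types were assigned to clusters with 69 marker genes listed before clustering, most of them from Supplementary Fig. 5a. A cluster received the cell type with the highest mean marker expression if at least 3 markers of that type were at least 2-fold above the other clusters. Nelfb, Tardbp, Spo11, Meiob, Spata22, Rad51c and the 91 meiotic genes examined later were left out of the genes used for clustering, so that the tests of these genes would not depend on them. The clusters covered SG, the SC stages, RS, Sertoli, Leydig, myoid and endothelial cells, macrophages, a cluster of immune cells with the paper's innate lymphoid markers, and interstitial cells with the markers Pdgfra, Dcn and Tcf21. The genes that lead the cluster of immune cells include H2-Aa, Cd14 and C1qb, genes of macrophages and dendritic cells, so it is not a clear cluster of innate lymphoid cells. With Seurat's SCTransform normalization and integration across the genotypes, the same barcodes gave 30 clusters, of which 21 with 27334 cells received a cell type.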

Clustering of the cells using previously defined marker genes led to the distinction of the 10 cell types (Fig. 5a, Supplementary Fig. 5a) observed in an earlier study of mouse spermatogenesis^11^. The only cell type found previously that we did not also computationally distinguish was elongating spermatids, because PND24 is too early for the first wave of spermatogenesis to yield elongated spermatozoa.

**Fig. 5:**
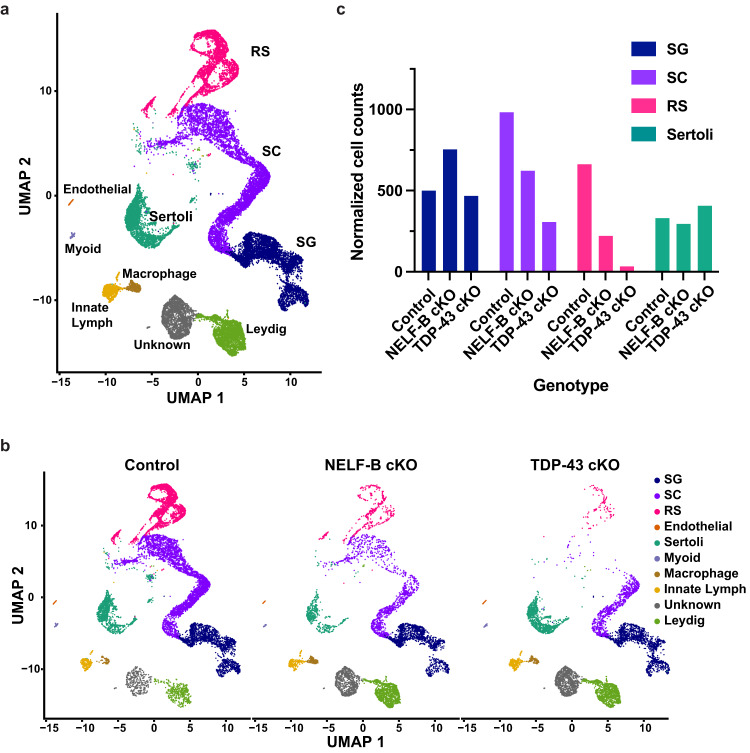
NELF-B and TDP-43 are required for the proper maturation of germ cells. **a** UMAP representation of all 10 somatic and germ cell type clusters, integrated across the 3 genotypes (*n* = 24,269 cells). **b** Cell clusters from (**a**), separated by genotype. (Control: *n* = 11,170, NELF-B cKO: *n* = 6404, TDP-43 cKO: *n* = 6695 cells). **c** Numbers of each germ cell type and somatic Sertoli cells per genotype. Cell counts were normalized by the number of mice per genotype (Control: *n* = 4, NELF-B cKO: *n* = 2, TDP-43 cKO: *n* = 3). Source data are provided as Source Data Fig. 5.

To define the effects of NELF-B or TDP-43 loss on germ cell development, the data were separated by genotype. In control mice, expression of both NELF-B and TDP-43 was high in SG and SC as compared to other cell types (Supplementary Fig. 5b), consistent with roles early in spermatogenesis. 

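Before any cell was left out, Nelfb had 62.8 to 77.9 CPM in SG of the 4 control mice and 56.9 to 67.4 in pL, L and Z SC. In the later stages it had 23.2 to 29.3 CPM in P SC, 7.49 to 9.44 in D SC and 7.63 to 19.9 in RS. Across all SC it had 22.1 to 33.8 CPM, which overlapped the 18.9 to 27.0 of Sertoli cells and lay below the 34.4 to 42.8 of interstitial cells. Tardbp had 178 to 212 CPM in pL, L and Z SC of the control mice, 113 to 136 in P SC, 63.0 to 71.0 in SG and 34.1 to 40.7 in RS. Sertoli cells had 99.6 to 111 Tardbp CPM, but barcodes of 1 to 100 UMIs, which hold free RNA, had 79.2 to 141 Tardbp CPM and 17.6 to 29.1 Nelfb CPM, and the share of free RNA in Sertoli cells was not estimated, so how much of their UMIs it accounts for stays open. The share of cells with a UMI depends on depth, so cells with at least 2000 UMIs were also thinned to 2000 UMIs each. At that depth, 10.8% to 12.3% of control SG had a Nelfb UMI, against 1.96% to 5.26% of control Sertoli cells. Summed over SG and pL, L and Z SC, Nelfb was 64.7 ± 6.11 CPM (SD, n = 4) in control mice and 4.39 ± 0.592 (SD, n = 2) in NELF-B cKO mice, a log2 fold change of -3.88 (standard error 0.14, adjusted p = 8.8e-06, edgeR). Tardbp was 137 ± 19.15 CPM (SD, n = 4) in control mice and 47.6 ± 11.0 (SD, n = 3) in TDP-43 cKO mice, a log2 fold change of -1.52 (standard error 0.17, adjusted p = 0.0378, edgeR). Each of the 3 TDP-43 cKO mice lay below each control mouse, and 20093 genes were tested. Subtraction of the estimated free RNA of each library, a correction chosen after the data were seen, gave -4.07 for Nelfb and -1.72 for Tardbp. Without this subtraction, Tardbp had a log2 fold change of -0.96 in SG alone and -1.33 in pL, L and Z SC alone. The value of -1.52 over these cells together is larger in size than both, so it also carries the mixture of stages.

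**Figure D1:**
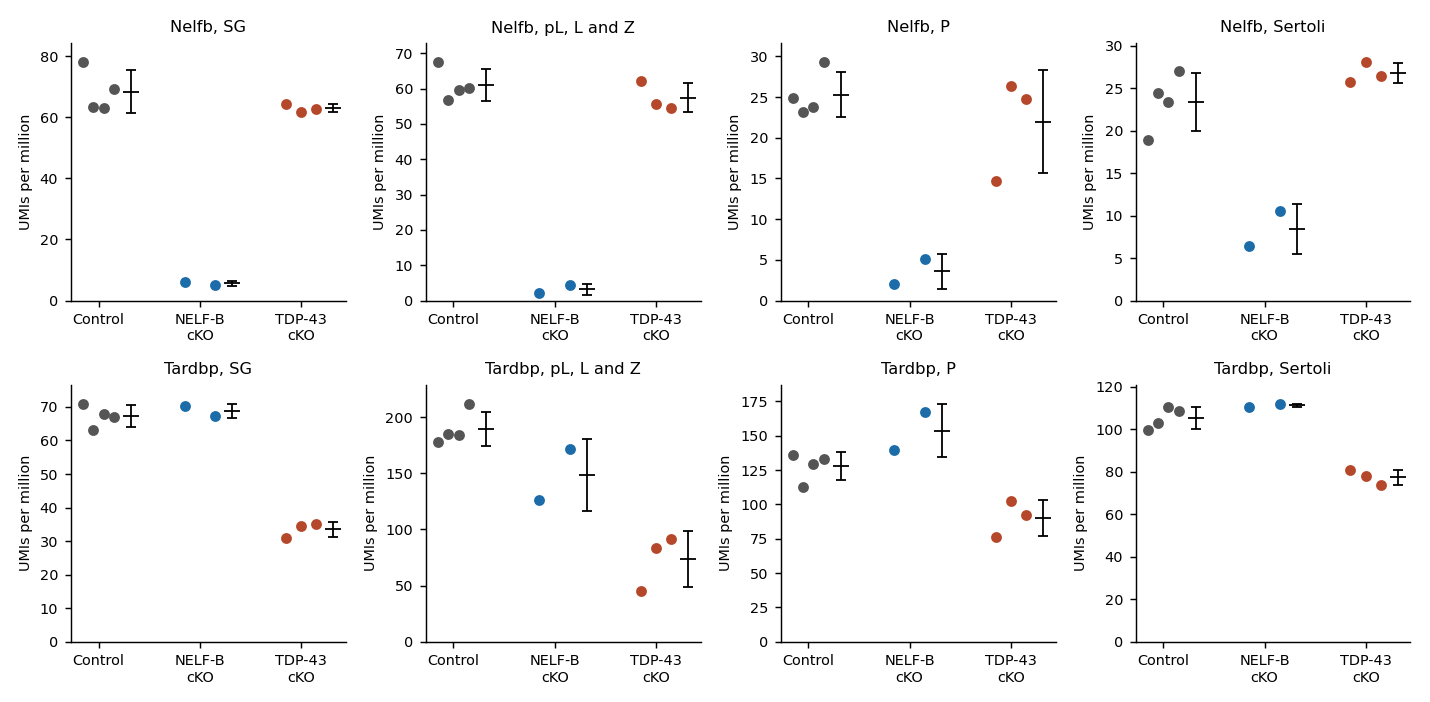
CPM of Nelfb (top) and Tardbp (bottom) in SG, in pL, L and Z SC, in P SC and in Sertoli cells, before any cell was left out. Each dot is 1 mouse, and bars show the mean ± SD of the 4 control, 2 NELF-B cKO and 3 TDP-43 cKO mice. In SG, Nelfb has 6.06 and 5.09 CPM in the NELF-B cKO mice, and Tardbp 30.9, 34.4 and 35.2 in the TDP-43 cKO mice.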

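SC of all stages numbered 1155 ± 336 per control mouse (SD, n = 4), 876.5 ± 658 per NELF-B cKO mouse (SD, n = 2) and 416 ± 157 per TDP-43 cKO mouse (SD, n = 3). As a share of the cells of the mouse, this was 41.8% ± 8.57 (SD, n = 4), 26.5% ± 16.2 (SD, n = 2) and 20.5% ± 11.5 (SD, n = 3). The log2 fold change of the share was -0.66 in the NELF-B cKO (adjusted p = 0.56, edgeR) and -1.03 in the TDP-43 cKO (adjusted p = 0.0894, edgeR), so neither difference in all SC passed an adjusted p of 0.05. With 1 mouse left out at a time, they ranged from -1.47 to -0.14 and from -1.36 to -0.62. RS numbered 698 ± 196 per control mouse (SD, n = 4), 216.5 ± 289 per NELF-B cKO mouse (SD, n = 2) and 34 ± 31.0 per TDP-43 cKO mouse (SD, n = 3). Their share was lower by a log2 fold change of -3.87 in the TDP-43 cKO (standard error 1.24, adjusted p = 0.0317, edgeR), and every TDP-43 cKO mouse lay below every control mouse. In the NELF-B cKO, the log2 fold change of RS was -2.05 (standard error 1.33, adjusted p = 0.364, edgeR), and both mice lay below every control mouse. The 2 NELF-B cKO mice differed widely, with 421 RS in replicate 1 and 12 in replicate 2. With replicate 1 left out, the log2 fold change of RS in the NELF-B cKO was -5.85 (adjusted p = 0.0104, edgeR), and with replicate 2 left out it was -1.10 (adjusted p = 0.737, edgeR). Over all alternatives, the removal of germ cells with a Tardbp UMI from the control mice as well moved the SC of the TDP-43 cKO most, to a log2 fold change of 0.46.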

Analysis of cell type distribution across genotypes revealed substantial losses in representation of SC and RS among cells from the NELF-B (*n* = 2) and TDP-43 (*n* = 3) cKO lines compared to control mice (*n* = 4) (Fig. 5b). In contrast, the cluster representing SG and most of the somatic cell types were not overtly affected by loss of either NELF-B or TDP-43. These observations were quantified by comparing cell counts, normalized by the number of mice per genotype, across the germ cell types and the somatic Sertoli cells (Fig. 5c).

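SG numbered 323 ± 67.9 per control mouse (SD, n = 4), 501 ± 97.6 per NELF-B cKO mouse (SD, n = 2) and 455 ± 102 per TDP-43 cKO mouse (SD, n = 3). With no cell left out, the NELF-B cKO mice had 585 and 473 SG and the TDP-43 cKO mice 787, 990 and 1113. These numbers all lay above the 243 to 389 SG of the control mice. After the removal, the share of SG changed by a log2 fold change of 0.42 in the NELF-B cKO (adjusted p = 0.67, edgeR) and 0.87 in the TDP-43 cKO (adjusted p = 0.101, edgeR). In proportion to germ cells alone, SG were higher in both, with log2 fold changes of 1.31 (adjusted p = 0.0379, edgeR) and 1.77 (adjusted p = 0.00206, edgeR). Sertoli cells changed by -0.16 in the NELF-B cKO (adjusted p = 0.78, edgeR) and 0.91 in the TDP-43 cKO (adjusted p = 0.0822, edgeR). Leydig cells rose from 3.72% ± 2.10 of the cells in control mice (SD, n = 4) to 21.4% ± 14.9 in NELF-B cKO mice (SD, n = 2) and 13.8% ± 10.4 in TDP-43 cKO mice (SD, n = 3). The log2 fold changes of Leydig cells were 2.52 (adjusted p = 0.0339, edgeR) and 1.89 (adjusted p = 0.0411, edgeR), and in share, though not in number, every cKO mouse lay above every control mouse. Leaving germ cells out of the cKO mice alone raises the shares of other cells in these mice by construction. With no cell left out, the log2 fold changes of Leydig cells were 2.48 (adjusted p = 0.0734, edgeR) and 1.46 (adjusted p = 0.1495, edgeR), and TDP-43 cKO replicates 2 and 3 had a lower share of Leydig cells than control replicate 1. Interstitial cells were higher by 2.07 in the NELF-B cKO (adjusted p = 0.0339, edgeR) and 2.23 in the TDP-43 cKO (adjusted p = 0.00843, edgeR), and with no cell left out by 2.02 (adjusted p = 0.0734, edgeR) and 1.78 (adjusted p = 0.0598, edgeR). In proportion to Sertoli cells, neither rise passed an adjusted p of 0.05 in either cKO, with log2 fold changes of 2.43 (adjusted p = 0.0617, edgeR) and 0.76 (adjusted p = 0.593, edgeR) for Leydig cells and 2.15 (adjusted p = 0.0617, edgeR) and 1.23 (adjusted p = 0.155, edgeR) for interstitial cells. Macrophages were 2.48 higher in the NELF-B cKO (adjusted p = 0.0558, edgeR) and 1.58 higher in the TDP-43 cKO (adjusted p = 0.0822, edgeR). Myoid cells, endothelial cells and the immune cells with the innate lymphoid markers had log2 fold changes of -0.35, -0.17 and 0.48 in the NELF-B cKO and of 1.24, 1.10 and 0.95 in the TDP-43 cKO, none past an adjusted p of 0.05 (edgeR).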

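The number of cells of a type per mouse depends on how many cells each library captured, and the cells kept per mouse ranged from 1734 to 3539. Exact two-sided permutation tests of the numbers per mouse gave, for the TDP-43 cKO, p = 0.0571 for P, D and RS, the smallest p that 4 mice against 3 allow. For the NELF-B cKO, the exact permutation test gave p = 0.133 for P and RS, the smallest p that 4 mice against 2 allow, and 0.667 for D. Sertoli cells numbered 249.8 ± 86.9 per control mouse (SD, n = 4), 256 ± 14.1 per NELF-B cKO mouse (SD, n = 2) and 403 ± 151 per TDP-43 cKO mouse (SD, n = 3).

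**Figure D2:**
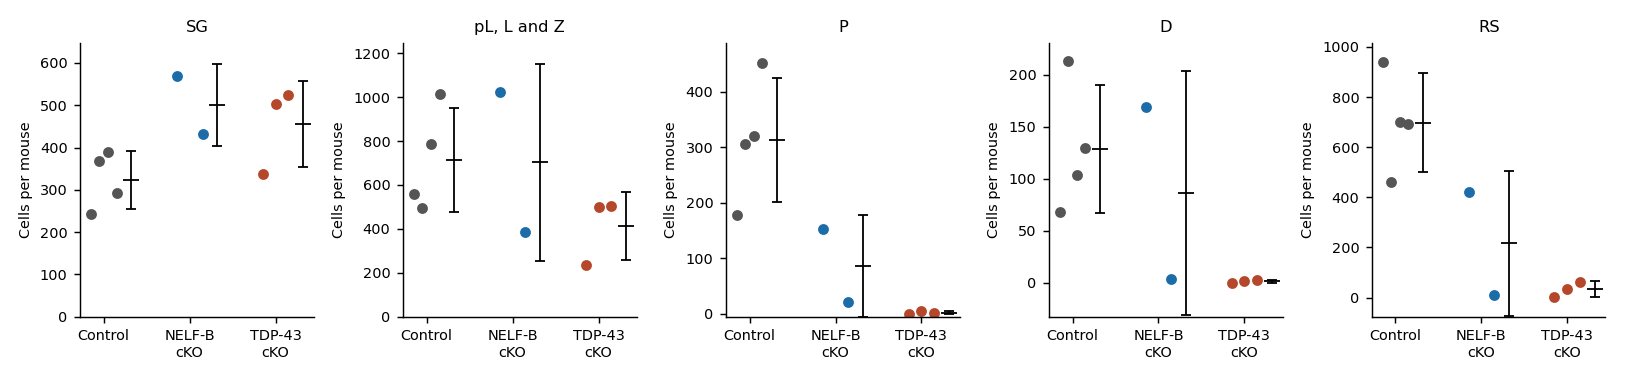
Number of cells per mouse of SG, of pL, L and Z SC, of P SC, of D SC and of RS after germ cells with a UMI of the targeted gene were left out of the cKO mice. Each dot is 1 mouse, and bars show the mean ± SD of the 4 control, 2 NELF-B cKO and 3 TDP-43 cKO mice. NELF-B cKO replicate 1 has 152 P SC and 169 D SC and replicate 2 has 22 and 3.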

We next examined which stage of prophase I was susceptible to loss of NELF-B and TDP-43. Using previously defined marker genes, we separated the SC cluster into preleptotene, leptotene, zygotene, pachytene, and diplotene sub-clusters (Supplementary Fig. 5c)^38,39^. 

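The stages of SC were counted with 2 sets of clusters. In the clustering without integration, pL, L and Z SC numbered 713 ± 236 per control mouse (SD, n = 4), 703.5 ± 449 per NELF-B cKO mouse (SD, n = 2) and 413 ± 154 per TDP-43 cKO mouse (SD, n = 3). The log2 fold changes of their share were -0.26 (adjusted p = 0.78, edgeR) and -0.33 (adjusted p = 0.555, edgeR). These clusters separated pL, L and Z partly by mouse, so Z SC were counted in the clusters integrated across genotypes, a choice made after the data were seen. There, Z SC numbered 145, 261, 267 and 421 in the control mice and 31, 196 and 199 in the TDP-43 cKO mice, and both NELF-B cKO mice, with 125 in replicate 2, lay below every control mouse. The log2 fold change of Z SC was -1.25 in the NELF-B cKO (standard error 0.86, adjusted p = 0.341, edgeR) and -0.41 in the TDP-43 cKO (standard error 0.72, adjusted p = 0.691, edgeR). In the clustering without integration, NELF-B cKO mice had 87 ± 91.9 P SC (SD, n = 2) against 314 ± 112 in control mice (SD, n = 4), a log2 fold change of -2.15 (standard error 0.99, adjusted p = 0.162, edgeR). They had 86 ± 117 D SC (SD, n = 2) against 128 ± 61.8 (SD, n = 4), a log2 fold change of -0.96 (standard error 1.10, adjusted p = 0.67, edgeR). Without NELF-B cKO replicate 1, these log2 fold changes were -3.81 for P SC (adjusted p = 0.0149, edgeR) and -5.38 for D SC (adjusted p = 0.0077, edgeR). Without replicate 2, D SC had a log2 fold change of 0.00.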

Although the impact of NELF-B or TDP-43 loss was apparent beginning from the zygotene stage, loss of NELF-B affected prophase I gradually as noted by the persistence of some pachytene and diplotene SC (Supplementary Fig. 5d). In contrast, loss of TDP-43 severely affected the pachytene stage, consistent with the high level of expression of TDP-43 in pachytene SC and its requirement for proper synapsis and homologous recombination^6^. 

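TDP-43 cKO mice had 0, 5 and 1 P SC and 0, 1 and 2 D SC after the germ cells with a Tardbp UMI were left out. The share of P SC was lower than in control mice by a log2 fold change of -6.78 (standard error 1.13, adjusted p = 0.00132, edgeR) and that of D SC by -6.55 (standard error 1.39, adjusted p = 0.00443, edgeR). In the integrated clusters, the log2 fold changes were -5.39 for P SC (adjusted p = 0.00576, edgeR) and -3.74 for D SC (adjusted p = 0.0355, edgeR). P SC hold many UMIs, with medians of 52502.5 to 69052 per cell in the control mice, and 95.4% to 100% of the P SC of the control mice had a Tardbp UMI. In the TDP-43 cKO mice, 4 of 4, 104 of 109 and 66 of 67 P SC had a Tardbp UMI and were left out. With no cell left out, TDP-43 cKO mice had 4, 109 and 67 P SC and 0, 22 and 27 D SC. The log2 fold changes were then -2.52 for P SC (adjusted p = 0.0946, edgeR) and -3.17 for D SC (adjusted p = 0.101, edgeR), and each TDP-43 cKO mouse still had fewer cells of both stages than each control mouse. When cells with a Tardbp UMI were also left out of the control mice, P SC had a log2 fold change of -2.02 (adjusted p = 0.362, edgeR). Over all alternatives for P SC, the adjusted p ranged from 2.4e-05 to 0.362. The paper relates the loss of P SC to the high expression of TDP-43 at this stage and to its part in synapsis and homologous recombination.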

We conclude that loss of NELF-B causes significant defects in male germ cell maturation, and that developmental defects are further exacerbated in TDP-43 cKO animals.

### NELF-B and TDP-43 regulate genes critical for spermatogenesis

In light of the substantial losses of differentiated pachytene, diplotene SC and RS cells in the NELF-B and TDP-43 cKO mice (Fig. 5b, Supplementary Fig. 5d), we wanted to understand which genes were misregulated in SG and early meiotic SC cells (preleptotene, leptotene, and zygotene) to prevent proper germ cell maturation. We thus ran a pseudobulk differential expression analysis on cells within the SG and early meiotic clusters, comparing both cKO genotypes to WT control. This identified 207 differentially expressed genes in NELF-B cKO, which were evenly distributed between up- and downregulation (Fig. 6a). 

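UMI counts were summed per mouse over SG and pL, L and Z SC, and 19812 genes passed edgeR's filter on low counts. At an adjusted p under 0.01 and a log2 fold change of at least 1 in size, edgeR called 1 gene lower and 0 genes higher in the NELF-B cKO, and the 1 gene was Nelfb, whose UMIs the removal of cells takes to 0. At an unadjusted p under 0.05, 2126 genes were lower and 1950 higher, and 3 genes had an adjusted p under 0.05. Without Nelfb, the lowest adjusted p was 0.0445 (edgeR). DESeq2's Wald test with shrunken log2 fold changes called 95 genes lower and 75 higher at the same thresholds, the largest move among the alternatives set before the data were examined. All 94 genes that DESeq2 called lower apart from Nelfb had an unadjusted p under 0.05 in edgeR, with a median adjusted p of 0.0639. In 5610 genes (28.3%) both NELF-B cKO mice lay on the same side of all 4 control mice, where chance gives 13.3%. The counts of DESeq2 depend on the mice and on the removal of cells: it called 559 genes lower without replicate 1 and 90 without replicate 2, and 221 when cells with a Nelfb UMI were also left out of the control mice. On simulated counts, edgeR found 88.5% and DESeq2 91.5% of 200 genes changed in the NELF-B cKO, with 0 and 5 unchanged genes called. The simulated changes were all well above a log2 fold change of 1 in size and lay in genes with enough counts. Their spread was a trend fitted over all mice, without the wide difference between the NELF-B cKO mice. The simulation therefore does not give the power for changes near the threshold in these mice.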

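In the TDP-43 cKO, edgeR called 150 genes lower and 14 higher at the same thresholds, and the lower genes include Tardbp, whose UMIs the removal of cells takes to 0. The adjusted p-values of the other 163 genes all lay between 0.0081 and 0.01 (edgeR), so small changes in the fit move many genes across the threshold of 0.01. At an unadjusted p under 0.05, 4038 genes were lower and 2814 higher, and 3231 genes had an adjusted p under 0.05. DESeq2 called 1065 genes lower and 68 higher, and 141 of the 149 lower genes of edgeR apart from Tardbp were among them. In Sertoli cells of the TDP-43 cKO, in which Stra8-iCre is not active, DESeq2 called 1136 genes lower and 235 higher, and edgeR 0 and 0. The lack of edgeR calls there rests on the thresholds, since 1436 genes had an adjusted p under 0.05 (edgeR). At an unadjusted p under 0.05, 2557 genes were lower and 1551 higher in these Sertoli cells (edgeR). Without calls shared with Leydig or Sertoli cells, a count chosen after the data were seen, DESeq2 called 424 genes lower and 64 higher. In all 163 genes, the 3 TDP-43 cKO mice lay on the same side of the 4 control mice, as they did in 38.1% of all genes tested, where chance gives 5.71%. Without a NELF-B cKO mouse in the fit, which pools the spread of all mice, edgeR called 969 or 963 genes lower, and with 1 control mouse left out it called between 1 and 18, Tardbp included. With no cell left out, edgeR called 0 genes lower and 0 higher, with 4095 lower and 2795 higher at an unadjusted p under 0.05, and DESeq2 called 1012 and 98. When cells with a Tardbp UMI were also left out of the control mice, edgeR again called 0 and 0, and 2558 genes were lower and 1297 higher at an unadjusted p under 0.05. DESeq2 then called 422 lower and 35 higher. The genes with the lowest log2 fold changes among those called were the lincRNA 1700042G15Rik on chromosome 4 (ENSMUSG00000087044), with -4.73 (adjusted p = 0.0094, edgeR), Elfn2 on chromosome 15 (ENSMUSG00000043460), with -4.22 (adjusted p = 0.0081, edgeR), and the lincRNA 1700009C05Rik on chromosome 6 (ENSMUSG00000101404), with -3.99 (adjusted p = 0.0087, edgeR). 1700042G15Rik had only 0.827 ± 0.0767 CPM in the control mice (SD, n = 4). The genes with the highest were Gm5934 on chromosome X (ENSMUSG00000084063), with 4.03 (adjusted p = 0.0081, edgeR), Hba-a1 on chromosome 11 (ENSMUSG00000069919), with 3.82 (adjusted p = 0.0092, edgeR), and Cort on chromosome 4 (ENSMUSG00000028971), with 2.16 (adjusted p = 0.0089, edgeR). Over the alternatives, the log2 fold changes of these genes kept their sign but came near 0 for some, with ranges of -6.82 to -0.05 for 1700042G15Rik, -7.63 to -0.09 for Elfn2, -7.93 to -1.73 for 1700009C05Rik, 3.29 to 5.22 for Gm5934, 0.03 to 7.94 for Hba-a1 and 0.05 to 2.56 for Cort. The adjusted p of each rose above 0.05 under some of them, to at most 0.457 for Hba-a1. Reads of Gm5934 and Hba-a1 can be shared with paralogs, and Hba-a1 is a globin gene, whose RNA can reach droplets from blood cells. In the control mice, Hba-a1 had a mean of only 0.505 CPM and Cort one of 0.764. Elfn2 was among the leading genes of the cluster of P SC, which are few in the TDP-43 cKO mice, so less free RNA of P SC may be part of its fall.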

A similar analysis found 842 differentially expressed genes for TDP-43 cKO, which were strongly skewed towards downregulation (Fig. 6b). These data are consistent with current models for TDP-43 function in increasing gene activity, at the level of transcription or RNA stability.

**Fig. 6:**
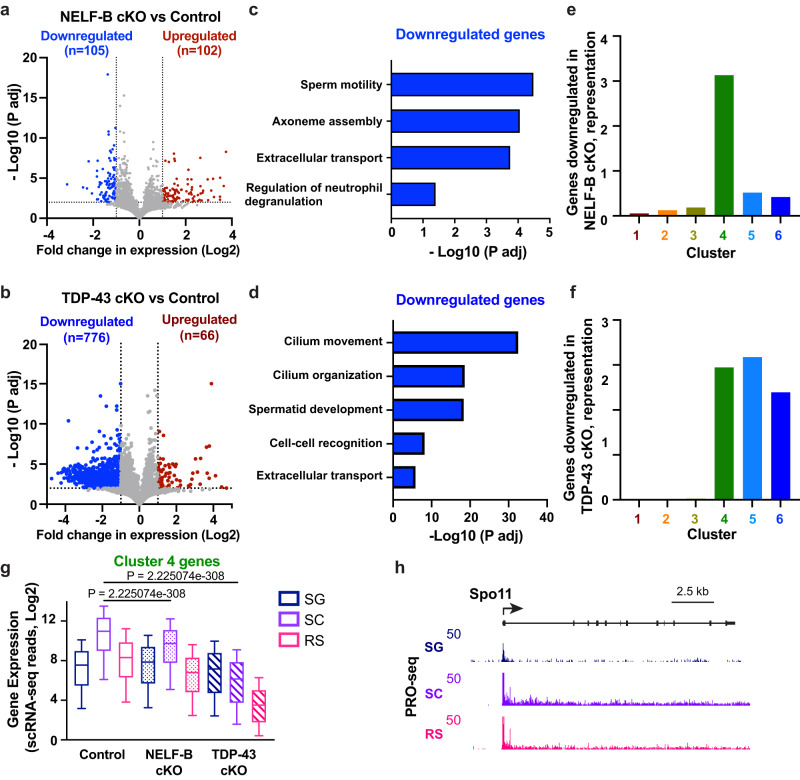
Genes affected in the absence of NELF-B or TDP-43 are critical for SC and RS development. **a**, **b** Volcano plots of fold changes in gene expression in SG and early meiotic cells (pL, L &Z) versus adjusted p-values, for control mice compared to NELF-B cKO (**a**) or TDP-43 cKO (**e**) mice. Dotted lines indicate 2-fold cut-off for significantly increased (red) or decreased (blue) genes, with numbers of genes passing these thresholds and *p*-values < 0.01 indicated on each plot. *P*-values from DESeq2, (Wald test adjusted p-value calculated using Benjamin-Hochberg correction). **c**, **d** Enriched functional categories among downregulated genes in NELF-B (**c**) or TDP-43 (**d**) mice, and their significance determined by ClusterProfiler. Enrichment *p*-values were calculated by a hypergeometric test, and the p-values were adjusted using a Benjamin-Hochberg correction. **e**, **f** Representation of downregulated genes from NELF-B cKO (**e**) or TDP-43 cKO mice (**f**), within each cluster (from Fig. 1f). A value of 1 indicates representation expected by chance. **g** Expression of Cluster 4 genes (*n* = 3916) in scRNA-seq from control, NELF-B cKO, or TDP-43 cKO mice, in indicated cell types. Line represents median, box represents 25–75th percentile, whiskers represent 10–90th percentile. *P*-values from two-sided Wilcoxon signed rank test. **h** Genome browser view of wild type PRO-seq signal in each cell type at *Spo11*. Note that the y axis is truncated at 50 to highlight PRO-seq gene body signal. Source data are provided as Source Data Fig. 6.

To help interpret these gene sets, we investigated their functional enrichment. We observed no significantly enriched gene ontology categories or pathways for the upregulated genes from either genotype. We thus focused on the downregulated genes. For both genotypes, the most enriched functional categories were related to spermatid development and motility (Fig. 6c, d). This implies that the absence of NELF-B or TDP-43 leads to the reduced expression of genes critical for normal spermatogenesis. Given the role of the NELF complex in stabilizing promoter proximal pausing, we wondered if the genes affected by NELF-B cKO might be those normally occupied by paused Pol II in these cell types. In particular, we hypothesized that pausing mediated by NELF in SG might be important to promote open promoter chromatin and poise genes for further activation in SC (e.g., cluster 4 genes, Fig. 3d–f). To test this idea, we investigated the downregulated genes from the single cell analyses with respect to the gene clusters identified in the bulk analyses (Fig. 1f). Indeed, genes downregulated in NELF-B cKO were significantly overrepresented by cluster 4 genes (Fig. 6e), with other clusters under-represented. We conclude that the genes most affected by NELF-B cKO are those that are highly paused in SG, and suggest that pausing at these genes in SG primes them for robust activation as germ cells differentiate towards SC. To directly test whether Cluster 4 genes are broadly affected by loss of NELF-B, we evaluated expression levels of all Cluster 4 genes in scRNA-seq data from each genotype (Fig. 6g). These results confirm that the activation of Cluster 4 genes that normally occurs in SC is dramatically muted in NELF-B cKO animals. 

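The cluster assignments used here are a part of the paper's table, 1908 genes, of which 386 belong to cluster 4 and 385 are in the single cell files, so the values describe these genes and no set test was made. In CPM of all SC, the median cluster 4 gene had log2 values of 6.19 ± 0.027 in control mice (SD, n = 4), 6.02 ± 0.21 in NELF-B cKO mice (SD, n = 2) and 5.37 ± 0.069 in TDP-43 cKO mice (SD, n = 3). In P and D SC alone, it had 6.22 ± 0.016 in control mice (SD, n = 4) and 6.25 ± 0.0011 in NELF-B cKO mice (SD, n = 2). In the 2 TDP-43 cKO mice with such cells, it had 6.22 ± 0.032 (SD, n = 2), from only 5 and 1 P SC and 1 and 2 D SC. In pL, L and Z SC, it had 5.63 ± 0.076 (SD, n = 4), 5.49 ± 0.020 (SD, n = 2) and 5.33 ± 0.038 (SD, n = 3). In SG, it had 5.15 ± 0.072 (SD, n = 4), 5.02 ± 0.065 (SD, n = 2) and 4.98 ± 0.081 (SD, n = 3). A pseudocount of 1 was added before logarithms were taken.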

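Sums of UMIs without normalization grow with the number of cells. For the same 385 genes, the median log2 sum per mouse in all SC was 11.57 ± 0.72 in control mice (SD, n = 4) and 10.15 ± 1.63 in NELF-B cKO mice (SD, n = 2), with 11.30 in replicate 1 and 9.00 in replicate 2. Cluster 4 genes took 5.62% ± 0.105 of the UMIs of SC in control mice (SD, n = 4), 5.48% in NELF-B cKO replicate 1 and 4.05% in replicate 2.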

Notably, expression of Cluster 4 genes is also repressed in TDP-43 cKO SC.

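In TDP-43 cKO mice, the median log2 sum of the same genes in all SC was 7.63 ± 0.34 (SD, n = 3), and they took 2.95% ± 0.235 of the UMIs of SC (SD, n = 3). The SC of these mice were almost all pL, L and Z SC, in which the genes took 2.88% ± 0.174 of the UMIs (SD, n = 3) against 3.55% ± 0.151 in control mice (SD, n = 4).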

Analysis of downregulated genes in TDP-43 cKO SG and early meiotic cells revealed an enrichment of genes expressed in both SC and RS (Fig. 6f, enrichment within clusters 4–6). These data suggest that TDP-43 supports the low-level expression of genes in SG, perhaps to enable their activation in either SC or RS (see Fig. 6g for the effect of TDP-43 cKO on cluster 4 genes). By contrast, genes upregulated in NELF-B or TDP-43 cKO cells are over-represented in cluster 1 genes (Supplementary Fig. 6a, b), suggesting that germ cells lacking NELF-B or TDP-43 become fixed into an earlier stage of development and fail to progress through spermatogenesis. Given the overlapping gene ontology terms observed in NELF-B and TDP-43 cKO samples, and similar defects in spermatogenesis, we directly compared genes downregulated in each genotype. Of the 105 genes downregulated upon loss of NELF-B, 53 are also downregulated upon loss of TDP-43 (Supplementary Fig. 6c), representing a highly significant overlap. 

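With edgeR, 0 genes were called lower in both cKO, since no gene apart from Nelfb was called in the NELF-B cKO. With DESeq2, 67 genes were called lower in both, where 5.64 are expected by chance among the 14832 genes that could be called in both (exact hypergeometric p = 1.1e-60 across genes, which are not independent). Both comparisons use the same 4 control mice, which makes the fold changes alike even without shared effects. In 20 simulations in which the effects were drawn separately and the controls were shared, DESeq2 called 12.2 genes lower in both on average and 17 at most. Pearson's r of the log2 fold changes across genes was 0.562, against 0.369 on average and 0.385 at most in the simulations. The number moved with the cells and mice used: DESeq2 called 487 genes lower in both without NELF-B cKO replicate 1 and 21 without replicate 2. With the same mixture of stages in each mouse it called 1. That setting kept only 69 SG and 28 pL, 32 L and 30 Z SC per mouse, so the loss of cells may also lower the number. When calls shared with Leydig or Sertoli cells were left out, 34 remained. These combinations were chosen after the data were seen.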

A similar comparison of upregulated genes also supported overlapping functions of NELF-B and TDP-43 (Supplementary Fig. 6d).

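Among genes called higher, edgeR found 0 in both cKO, with 1950 and 2814 higher at an unadjusted p under 0.05, and DESeq2 found 4 in both. The chance expectation for DESeq2 is 0.263 (exact hypergeometric p = 0.000136 across genes), but the simulations with shared controls gave 9 on average and 16 at most, so the 4 genes are no more than shared controls give. From the overlaps of down- and upregulated genes, the paper reasons that NELF-B and TDP-43 have overlapping functions.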

One of the shared downregulated genes was *Spo11*, an SC marker gene that is critical for meiosis (Fig. 1b). 

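Spo11 (ENSMUSG00000005883) lies on chromosome 2 of GRCm38 from 172977700 to 172993576 and encodes the protein that makes the double-strand breaks of meiosis. In SG and pL, L and Z SC, it had 43.3 ± 8.25 CPM in control mice (SD, n = 4), 19.3 ± 3.57 in NELF-B cKO mice (SD, n = 2) and 19.3 ± 3.67 in TDP-43 cKO mice (SD, n = 3). The log2 fold change was -1.16 in the NELF-B cKO (standard error 0.22, adjusted p = 0.057, edgeR) and -1.16 in the TDP-43 cKO (standard error 0.19, adjusted p = 0.0098, edgeR). DESeq2 gave -1.07 (adjusted p = 6.5e-05) and -1.12 (adjusted p = 7e-07). Every cKO mouse lay below every control mouse. Over the alternatives, the log2 fold change stayed between -1.66 and -0.52 in the NELF-B cKO and between -1.80 and -0.57 in the TDP-43 cKO, and its adjusted p ranged from 1.2e-08 to 0.483 in the NELF-B cKO and from 6.7e-08 to 0.115 in the TDP-43 cKO. SG gave a larger part of the summed UMIs in every cKO mouse than in every control mouse, so the mixture of stages may lower Spo11 in these sums. Spo11 UMIs also fell in somatic cells, which do not undergo meiosis: in the TDP-43 cKO mice the fall in CPM was 0.517 times that in the germ cells in Sertoli cells, the largest of the values, 0.260 times in Leydig cells and 0.290 times in interstitial cells. In the NELF-B cKO mice these were 0.386, 0.217 and 0.0925.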

Notably, while *Spo11* is a cluster 4 gene that is maximally induced in SC, we observe paused Pol II at the *Spo11* promoter in SG from control animals and observe a detectable level of ‘priming’ transcription in SG cells (Fig. 6h). Given the enrichment of genes involved in meiosis in Cluster 4, we then specifically looked at the expression of Cluster 4 genes associated with meiotic nuclear division (Supplementary Fig. 6e, *n* = 91 genes). Indeed, NELF-B cKO animals showed significantly less activation of these meiotic genes than control animals. 

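Of the 91 meiotic genes of Supplementary Fig. 6e, 87 are not among the markers used to name cell types, and these were tested as a set in UMI counts summed per mouse. The paper took these genes from cluster 4 because that cluster is enriched in genes of meiosis, and it had proposed a role of pausing there. Before this, it had found cluster 4 overrepresented among the genes lower in these NELF-B cKO mice, so the tests are not fully independent evidence. In all SC of the NELF-B cKO, the median log2 fold change of the 87 genes was -0.35, with 76 genes lower and 11 higher, against a median of -0.08 over all genes. With 1 mouse left out at a time, the median ranged from -0.71 to -0.14. The mixture of stages differed between the mice, since 386 of the 411 SC of NELF-B cKO replicate 2 were pL, L and Z SC. The set test camera gave an adjusted p = 3e-05 for this shift (limma), and fry, which uses the correlation between genes in these mice, gave an adjusted p = 0.0601 (limma). The test adjusted over the list alone called 1 gene lower at an adjusted p under 0.05, and over all genes tested it called 0 (edgeR), with no gene higher. In P and D SC alone, the median log2 fold change was -0.03 (camera adjusted p = 0.621, limma), with 50 genes lower and 37 higher. These genes took 20197 and 23395 CPM in P and D SC of the NELF-B cKO mice, against 20624 to 21671 in the control mice. In pL, L and Z SC, the median was -0.28, with 68 genes lower (camera adjusted p = 8.5e-05, fry adjusted p = 0.0601, limma). In SG, it was -0.10, with 53 genes lower (camera adjusted p = 0.0531, fry adjusted p = 0.165, limma), and its sign reversed to 0.18 when the estimated free RNA was subtracted, a correction chosen after the data were seen. In sums without normalization, which also carry the number of cells, the median in all SC was -1.10, the alternative that moved it most. All 91 genes were lower in the sums per mouse, 91 also in the paper's own sums.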

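In all SC of the TDP-43 cKO, the median log2 fold change of the 87 meiotic genes was -0.94 and the mean was -1.03, with 64 genes lower and 23 higher (camera adjusted p = 0.000156, fry adjusted p = 0.0042, limma). Adjusted over the list alone, 56 genes were lower and 13 higher at an adjusted p under 0.05, and over all genes tested 56 were lower and 11 higher (edgeR). The SC compared are not the same mixture of stages, because the TDP-43 cKO mice kept 235, 498 and 506 pL, L and Z SC and at most 5 P SC and 2 D SC each. When cells with a Tardbp UMI were also left out of the control mice, the median was -0.01 (camera adjusted p = 0.611, limma), so the fall in all SC depends on which cells are compared. With no cell left out of any mouse, it was -0.55 (camera adjusted p = 0.00382, limma). Over all alternatives, the median in all SC ranged from -3.51 to -0.01. In sums per mouse without normalization, which also carry the number of cells, all 91 genes were lower in SC of the TDP-43 cKO, as in the paper's own sums. In pL, L and Z SC, the median was -0.21 (camera adjusted p = 0.00215, fry adjusted p = 0.0601, limma), with 25 genes lower and 5 higher at an adjusted p under 0.05 over the list (edgeR). In SG, it was -0.08 (camera adjusted p = 0.0116, fry adjusted p = 0.0601, limma), with 8 genes lower over the list and 0 over all genes tested (edgeR).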

Further, this meiotic gene set was downregulated in SC of animals with TDP-43 cKO, consistent with our previous study showing that cKO of TDP-43 in SG lead to meiotic arrest at mid-pachytene stage with synapsis defects^6^. 

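Meiob (ENSMUSG00000024155) lies on chromosome 17 of GRCm38 from 24804289 to 24839788, Spata22 (ENSMUSG00000112920) on chromosome 11 from 73329741 to 73346044, and Rad51c (ENSMUSG00000007646) on chromosome 11 from 87376645 to 87404954. In SG and pL, L and Z SC, Meiob fell from 121 ± 26.5 CPM in control mice (SD, n = 4) to 62.6 ± 1.12 in NELF-B cKO mice (SD, n = 2) and 56.5 ± 9.83 in TDP-43 cKO mice (SD, n = 3). Its log2 fold changes were -0.96 (standard error 0.20, adjusted p = 0.0651, edgeR) and -1.10 (standard error 0.18, adjusted p = 0.00972, edgeR), and -0.86 (adjusted p = 0.000518) and -1.06 (adjusted p = 3.6e-07) with DESeq2. Over the alternatives, the log2 fold change of Meiob ranged from -1.41 to -0.024 in the NELF-B cKO and from -1.68 to -0.036 in the TDP-43 cKO. Its adjusted p ranged from 1.7e-06 to 0.914 in the NELF-B cKO and from 9.1e-08 to 0.894 in the TDP-43 cKO. As for Spo11, the larger part of SG in the sums of the cKO mice may lower Meiob. Spata22 had log2 fold changes of -0.95 in the NELF-B cKO (standard error 0.24, adjusted p = 0.0799, edgeR) and -0.40 in the TDP-43 cKO (standard error 0.21, adjusted p = 0.198, edgeR). With DESeq2 these were -0.80 (adjusted p = 0.00515) and -0.32 (adjusted p = 0.183). Rad51c did not fall, with log2 fold changes of 0.03 in the NELF-B cKO (standard error 0.10, adjusted p = 0.888, edgeR) and 0.09 in the TDP-43 cKO (standard error 0.09, adjusted p = 0.484, edgeR).

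**Figure D3:**
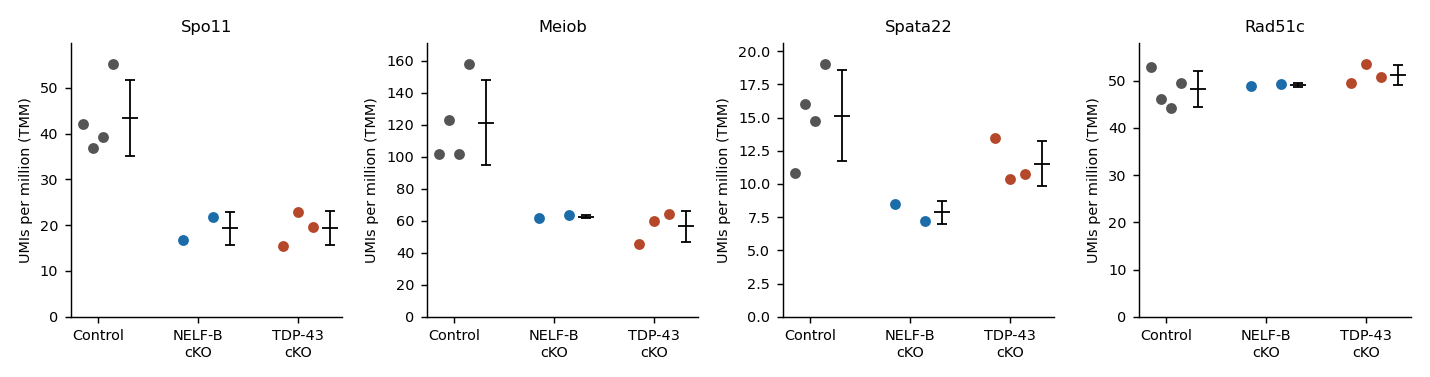
CPM of Spo11, Meiob, Spata22 and Rad51c in SG and pL, L and Z SC, after TMM normalization. Each dot is 1 mouse, and bars show the mean ± SD of the 4 control, 2 NELF-B cKO and 3 TDP-43 cKO mice. Rad51c has 48.2 ± 3.85 CPM in control mice (SD, n = 4), 49.1 ± 0.400 in NELF-B cKO mice (SD, n = 2) and 51.3 ± 2.14 in TDP-43 cKO mice (SD, n = 3).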

Taken together, these data demonstrate that NELF-B and TDP-43 are important for appropriate gene expression in spermatogenesis, with particular defects observed at genes with critical roles in the onset and progression of meiosis, such as *Spata22*, *Spo11, Meiob, and Rad51c* (Supplementary Table 1).

### Promoter activity in SG correlates with sites of DSBs in SC

Given the dependence of germ cell maturation on NELF-B as well as TDP-43, and of *Spo11* as a shared target of these factors, we asked whether NELF-mediated pausing might affect meiosis. During prophase I of meiosis, double-strand breaks (DSBs) are formed by the topoisomerase SPO11 in leptotene SC^40,41^. The repair of these breaks by homologous recombination and synapsis begins in zygotene SC and is completed by the pachytene stage. These events play important roles in the segregation of homologous chromosomes. It is believed that approximately 300 DSBs are formed per SC, but what determines the choice of DSB sites remains unclear. Recent sequencing of SPO11 associated DNA oligos has elucidated the sites of DSBs in mouse SC, revealing that DSBs are enriched in the vicinity of nucleosomes modified on histone H3 by Lysine 4 trimethylation (H3K4me3)^40,41^. Although the targeting of SPO11 is not thought to be dependent on H3K4me3, DSB formation appears to require H3K4me3 deposited by the methyltransferase PRDM9^42^. Given the strong connection between levels of H3K4me3-modified nucleosomes and paused Pol II at gene promoters^43^, we wished to investigate whether DSB formation might occur proximal to paused polymerases, and whether the disruption of pausing might perturb meiosis.

Using SPO11-oligo data in SC, generated previously to map DSBs in mice of similar genotypes to our C57BL/6 J model^40^, we began by examining SPO11-oligo reads near TSSs that are active and differentially expressed in our RNA-seq analyses (*n* = 17,078, as in Fig. 1f). Composite metagene plots of SPO11-oligo reads revealed a peak in signal centered just downstream of the TSS (Fig. 7a), in a location coincident with that of paused Pol II and the H3K4me3-modified +1 nucleosome. To further connect the DSB sites to transcriptional activity we asked how levels of DSBs, as assessed by SPO11-oligo reads, correlated with read counts from H3K4me3 ChIP-seq^44^, or PRO-seq (Supplementary Fig. 7a), considering separately PRO-seq reads at gene promoters (representing paused Pol II) and those within gene bodies (representing productive transcription elongation). Interestingly, the strongest relationship with SPO11-oligo signal was observed with promoter-proximal PRO-seq reads in SG (Supplementary Fig. 7a, Spearman’s rho = 0.44). Indeed, if we rank genes by promoter PRO-seq signal in SG and generate heatmaps of SG PRO-seq and SPO11-oligo data, there is a clear agreement between these data sets (Fig. 7b). Genes in the top quartile of promoter PRO-seq in SG showed significantly more SPO11-oligo signal at or around the TSS (Fig. 7c) than do genes in the bottom quartile of promoter PRO-seq read counts (Fig. 7d). This trend was consistent across all quartiles ranked by promoter PRO-seq signal, with decreasing PRO-seq reads corresponding to reduced levels of DSBs at these promoters (Fig. 7e). These results suggest a relationship between paused Pol II in SG and DSB formation in the subsequent SC stage. Notably, DSB formation near promoters in SC would be concomitant with Pol II release from promoter regions and gene activation.

**Fig. 7:**
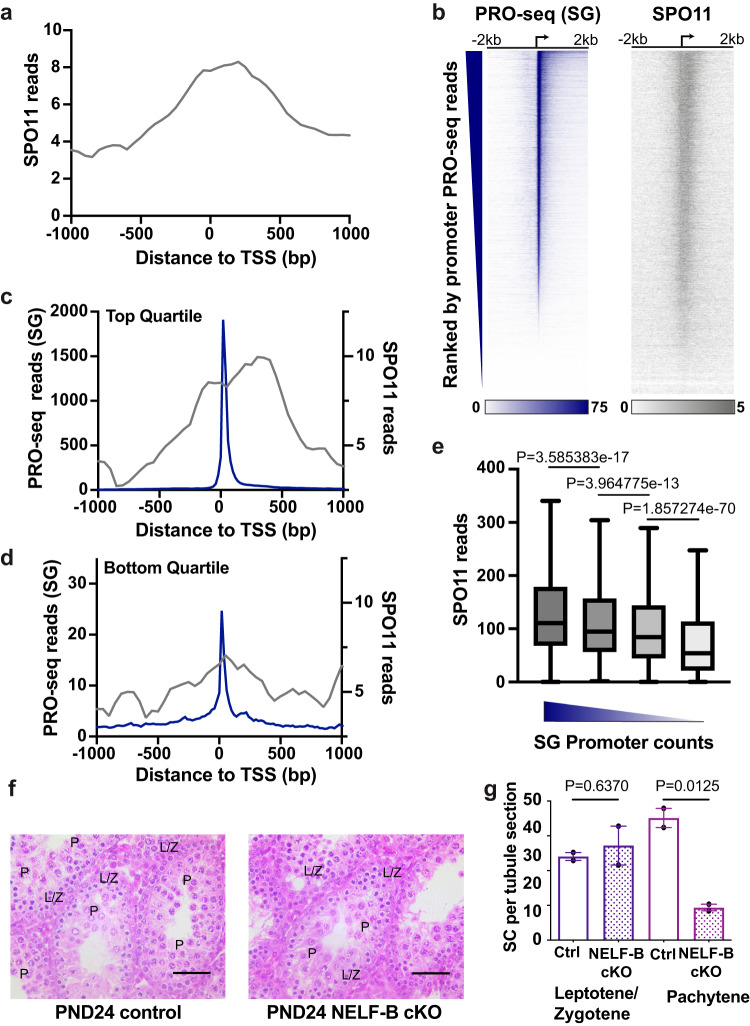
Promoter activity in SG correlates with sites of double-strand breaks in SC. **a** Metagene plots of SPO11-oligo reads around the TSS for all DE genes (*n* = 17,078). **b** Heatmaps of SG PRO-seq (left, dark blue) or SPO11 oligo reads (right, gray), aligned at TSSs (indicated by arrow) with genes ranked by SG promoter PRO-seq signal (TSS to TSS + 150, *n* = 17,078). **c**, **d** Metagene plots around the TSSs for the top (**c**) or bottom (**d**) quartile based on SG PRO-seq reads in promoters with at least 5 reads (*n* = 14,804, with *n* = 3701 genes per quartile). PRO-seq signal for SG (blue) is plotted on the left y-axis, SPO11 oligo reads (gray) is plotted with the right y-axis. **e** Box plots of the distribution of SPO11 reads at each quartile (*n* = 3701) of SG PRO-seq reads at promoters with at least 5 reads (*n* = 14,804). Line represents the median, whiskers represent 1.5X interquartile range. *P*-values from two-sided Wilcoxon signed rank test. **f** Testis cross sections of PND24 control (*n* = 2, left) or NELF-B cKO (*n* = 2, right) mice. L/Z, indicates SC in Leptotene/Zygotene stages, and P, indicates pachytene SCs. Scale bar, 50 μm. **g** Quantification of SC at Leptotene/Zygotene versus Pachytene stages per tubule. Shown are the mean and range of *n* = 2 biologically independent animals. *P*-value is from Unpaired two-sided t-test. Source data are provided as Source Data Fig. 7.

Given the strong connection between NELF-mediated pausing in SG and the location of DSBs, we investigated progression through meiosis in our NELF-B cKO mutant mice. As noted above, scRNA-seq indicated a significant drop in SC number in NELF-B cKO mice compared to WT control (Fig. 5c). H&E-stained testis cross sections of PND24 mice were evaluated for SC at different stages of meiosis using morphological criteria. In control mice we observe leptotene and zygotene, as well as pachytene SC indicating progression of meiosis (Fig. 7f). In contrast, NELF-B cKO mice produce significantly less pachytene stage SC, indicating failure to complete prophase I of meiosis (Fig. 7f, quantified in Fig. 7g). Further, visualization of an acrosomal marker showed loss of RS in NELF-B cKO mice, further substantiating meiotic failure (Supplementary Fig. 7b, c). This agrees with the scRNA-seq data showing a reduction in pachytene SC and RS in NELF-B cKO animals (Supplementary Fig. 5d).

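In the integrated clusters, P SC of the NELF-B cKO had a log2 fold change of -2.20 (standard error 1.051, adjusted p = 0.197, edgeR) and RS one of -2.35 (standard error 1.43, adjusted p = 0.332, edgeR). NELF-B cKO replicate 1 had 127 P SC and 265 RS there, and replicate 2 had 31 and 7, against 172 to 504 P SC and 269 to 771 RS in the control mice. From fewer P SC in stained sections and the loss of an acrosomal marker of RS, the paper reasons that meiosis fails in NELF-B cKO mice.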

To further characterize the meiotic defect, we hypothesized that the diminished transcription of genes including *Spo11, Meiob, and Rad51c* in NELF-B cKO cells would lead to a disruption in DSB formation and/or repair. Immunostaining of meiotic spreads with a DSB marker, ɣ-H2AX (Fig. 8a) showed signal restricted to the sex/XY-body of pachytene SC in the wild-type, as expected. In contrast, in NELF-B cKO pachytene-like SC the ɣ-H2AX signal persisted along the autosomes (Fig. 8a, lower panel) suggesting a delay in DSB formation or disruption in its repair process. Quantification showed that ɣ-H2AX signal occupied a much broader nuclear area in NELF-B cKO compared to the wild-type control (*p* < 0.0001) (Fig. 8a, right) indicating impaired DSB repair. This finding is consistent with the defective activation of numerous DSB-repair and meiosis-related genes in NELF-B cKO (Supplementary Fig. 6e, Supplemental Table 1). Furthermore, we observed that replication protein A (RPA) foci persisted in pachytene-like SC of NELF-B cKO mice (Fig. 8b), indicating that DSB sites remain unrepaired. Quantification revealed a significant increase in RPA foci in pachytene-like SC of NELF-B cKO (*n* = 46) compared to the control (*n* = 51) (*p* < 0.0001) (Fig. 8b, right). We suggest that the dysregulation of pausing in NELF-B cKO SG perturbs activation of genes involved in DSB formation and repair (e.g., *Spo11, Rad51c, Meiob*) thereby impairing DSB formation/repair and proper progression of meiosis.

**Fig. 8:**
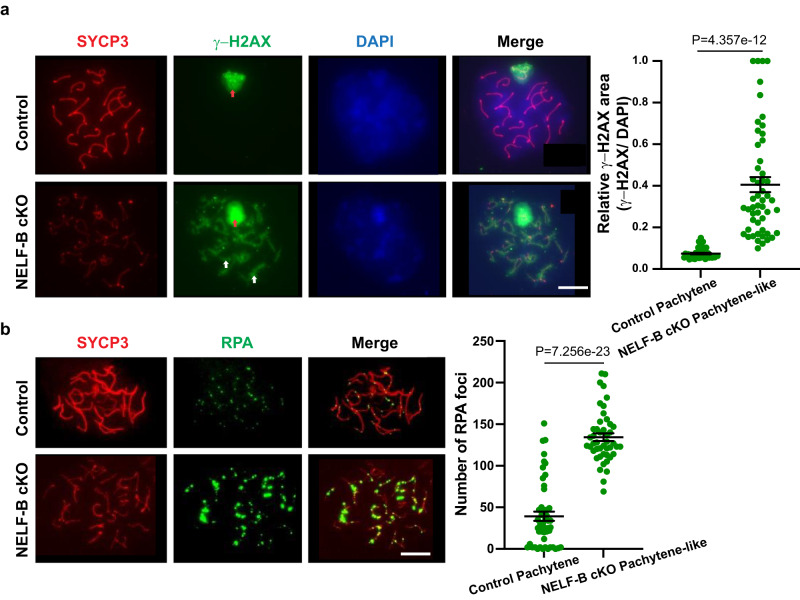
NELF-B cKO mice have impaired DSB repair. **a** SC showing SYCP3 (red), ɣ-H2AX (green) and DAPI (blue) in control (top row) and NELF-B cKO (bottom row). ɣ-H2AX signal is restricted to the sex body (red arrow) in control whereas it persists on autosomes (white arrows) in NELF-B cKO indicating impairment of DSB repair. Scale bars = 20 μm. At right: Quantification of relative ɣ-H2AX area (ɣ-H2AX/DAPI) between the control (*n* = 40) and NELF-B cKO (*n* = 52) from three biological replicates. Mean indicated with horizontal line. Error bars represent standard error of the mean. *P*-value from two-sided t-test. **b** SC showing SYCP3 (green) and RPA (red) in control (top row) and NELF-B cKO (bottom row); the higher number of RPA foci in NELF-B cKO implies impaired DSB repair. Scale bars = 20 μm. At right: Quantification of the RPA foci numbers at pachytene from control (*n* = 51) and NELF-B cKO (*n* = 46) from three biological replicates. Mean indicated with horizontal line. Error bars represent standard error of the mean. P-value from two-sided t-test. Source data are provided as Source Data Fig. 8.

## Discussion

This work establishes a central role for Pol II pausing in spermatogenesis, demonstrating that male germ-cell specific deletion of the pause-inducing factor NELF-B prevents the progression of SC through differentiation and meiosis. Specifically, we find that pausing is required in SG to poise genes for activation in the SC state. These findings expand upon a recent study focused on mouse SC which reported pause release in the pachynema stage of SC, largely through recruitment of BRDT by the A-MYB protein^45^. By investigating gene expression across spermatogenesis, we show that paused Pol II is established at thousands of cluster 4 and 5 genes in SG, which undergo coordinated pause release as cells progress through the stages of SC, and RS, respectively. We therefore suggest the involvement of several pause release factors that function at distinct steps in sperm development, to enable the timely expression of genes required for critical events in meiosis and spermiogenesis.

Further, we have characterized global gene expression defects in TDP-43 cKO germ cells, shedding light on how TDP-43 cKO leads to male infertility^6,7^. We note that whereas TDP-43 and NELF-B cKO animals exhibit similar histological defects and failure to complete meiosis, more genes are affected by loss of TDP-43, likely due to its pleiotropic roles in transcription regulation, RNA processing and stability. While of high interest for its protein aggregation in diseases such as amyotrophic lateral sclerosis^46^, this study provides new insights into the normal function of TDP-43 as it regulates gene expression through its RNA-binding domains^47–50^.

Interestingly, loss of either NELF-B or TDP-43 causes significant decreases in expression of *Spo11* and other factors involved in meiosis. The SPO11 protein is critical for initiation of DSBs during meiosis, and accordingly, *Spo11* mutant mice fail to progress through meiosis, leading to infertility^12^. Further, a number of genes involved in DSB processing and repair are not fully induced in NELF-B cKO SC, and we find evidence of inefficient DSB repair in NELF-B cKO animals (Fig. 8). Our data suggest that NELF is required for appropriate expression of genes needed for progression of SC through meiosis. Given our findings that DSBs generated by SPO11 correlate with promoter-proximally paused Pol II in SG, we propose that the loss of pausing in NELF-B cKO SG causes defects in SPO11-mediated DSB formation, impacting meiotic progression and timely DSB repair. In the future, it will be exciting to use these new data sets to expand our knowledge of key regulators of spermatogenesis, and to leverage these new insights into the roles of pausing in germ cell development towards novel therapeutic approaches to treat male infertility.

## Methods

Mice used in our research received humane care and were maintained at the College of Veterinary Medicine, University of Illinois Urbana Champaign. Experimental procedures involving mice were conducted per ethical guidelines listed in the study protocol and approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Illinois Urbana Champaign.

### Statistics & reproducibility

In determining sample sizes, we made all possible efforts to minimize animal suffering. To isolate spermatogonia, spermatocytes, and round spermatids for PRO-seq and bulk RNA-seq experiments the number of wild type male C57BL/6 J mice was determined based on the number of germ cells required for PRO-seq and RNA-seq. Where conditional knockout (cKO) mice were used for single cell RNA-seq we were mindful of the cost, time, and difficulty obtaining mutant mice of the required genotype. For the single cell RNA-seq, histology, and immunohistochemistry, and immunofluorescence experiments, *n* = 3 was used for experimental and control mice except as noted. The results were similar between biological replicates. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment.

The statistical test used, error bars, and n values are defined in each figure legend. For box plots, line represents median, box represents 25–75th percentile, whiskers represent 1.5X interquartile range. P-values were calculated in R. For Venn diagrams, exact P-value for the overlap of gene lists was calculated using the hypergeometric distribution with the phyper function in R. For image quantification, *P*-values are from unpaired t-test, two-tailed calculated in GraphPad Prism.

### Mouse strains

C57BL/6 J (wild type control), and *Stra8-iCre* [Tg(*Stra8-icre*)1Reb/J, RRID:IMSR_JAX:008208] mice were obtained from Jackson Laboratory (Bar Harbor, ME, USA). Floxed *Tardbp* mice (mix of C57BL/6 N and C57BL/6 J) in which the third exon of *Tardbp* was flanked by loxP sites were obtained from Dr. Philip C. Wong of Hopkins University. Floxed *Nelfb* mice (C57BL/6 N) in which exons 1–4 were flanked by loxP sites were reported previously^36^. All mice used in this study were backcrossed to C57BL/6 J (B6) background for eight generations. *Tardbp* (TDP-43) and *Nelfb* (NELF-B) conditional knockout (cKO) mice were generated on pure B6 background. Crosses were set up to obtain pups with F/-, iCre genotype (one floxed *Tardbp* or *Nelfb* and one null allele, and transgenic for *Stra8-iCre*). Male pups with F/-, iCre genotype (referred to as cKO) would have the gene deletion in SG starting at PND4. For RNA-seq and PRO-seq experiments, spermatogonia, spermatocytes, and round spermatids were isolated from the wild type C57BL/6 J male mice at the ages indicated in the Results section of the manuscript. For single cell RNA-seq experiments control and cKO mice at postnatal day 24 (PND24) were used. Since the subject of this study was male germ cell differentiation and spermatogenesis; only male mice were used. Mice were maintained in breeding cages at a constant temperature of 21 °C with 50–60% humidity under a 12 h dark and 12 h light cycle. Food and water were made available ad libitum.

### Genotyping

Primers used for genotyping TDP-43 and NELF-B cKO mice (flox, null, iCre):

Oligo Name Sequence (5’-3’)

*Nelfb* Flox-Fw TTTCCATCCTCCCCAGACACG

*Nelfb* Flox-Rv CAAACTCAGACCCTCTGCTTCC

*Nelfb* Null-Fw TTTCCATCCTCCCCAGACACG

*Nelfb* Null-Rv GCCAGAGGTGGTGTGTATGC

*Tardbp* Flox-Fw AACTTCAAGATCTGACACCCTCCCC

*Tardbp* Flox-Rv GGCCCTGGCTCATCAAGAACTG

*Tardbp* Null-Fw TCTTACAATGCCTGGCGTGGTG

*Tardbp* Null-Rv CGTGGTTGCGCACCCTAACTATAA

*iCre* Fw GCTCCTGTCTGTGTGCAGAT

*iCre* Rv CATCACCAGGGACACAGCAT

### Histology and immunohistochemistry

For hematoxylin–eosin (H&E) staining, mouse testes were fixed in Bouin’s solution (Sigma, MO) overnight at room temperature (RT). The fixed tissues were washed in ice-cold 70% ethanol and paraffin-embedded using a Tissue-Tek VIP 1000 processor (Sakura Finetek, Torrance, CA), sectioned at 4 µm with a Leica RM2125 RTS rotary microtome (Leica Biosystems, Buffalo Grove, IL) and mounted on glass slides. These were deparaffinized with xylene and hydrated through a series of graded ethyl alcohols. For morphological analysis slides were stained with Hematoxylin and Eosin. For immunohistochemistry with NELF-B and SP-10 antibodies, the testes were fixed overnight in PFA (Paraformaldehyde in 4% PBS, Thermo Scientific, Waltham, MA) and Bouin’s solution (Sigma-Aldrich, St. Luois, MO), respectively and processed as above. Antigen retrieval was done using citrate buffer pH 6.0 in a vegetable steamer for 60 min. TBS-tween was used as the buffer rinse throughout the staining procedure. Endogenous peroxidase was blocked using 3.0% hydrogen peroxide for 10 min. Nonspecific background blocking was performed using Background Punisher (Biocare Medical, Pacheco, CA). The sections were incubated for 1 h at room temperature in Rabbit polyclonal anti-NELF-B rabbit polyclonal antibody (Proteintech (Rosemont, IL, catalog number 16418-1-AP)) at 1:100 dilution (primary antibody) or SP-10 guinea pig polyclonal antibody (In-house^51^) at a dilution of 1:1000. The primary antibody was omitted from one section each for a negative control. Following rinsing, the sections were incubated in HRP-conjugated anti-Rabbit secondary antibody (Jackson Immunoresearch Laboratories, PA Code Number: 111-035-144) at a 1:200 dilution for NELF-B staining, or Peroxidase-conjugated AffiniPure Donkey Anti-Guinea Pig IgG (H + L) (Jackson ImmunoResearch Laboratories, Code Number: 706-035-148) at a 1:200 dilution for SP-10 staining. DAB (3,30Diamenobenzidine) (Innovex Biosciences Inc., Richmond, CA) was used as the chromogen with an incubation time of 5 min. Slides were counterstained with hematoxylin, dehydrated, cleared and mounted.

### Isolation of mouse spermatogonia

Testes were collected from 25 male pups (6–8 days old) in 60 mm Petri dishes with ice-cold DMEM. Testes were decapsulated and minced randomly into 1–3 mm pieces. Pieces were transferred to a 15 ml tube with 10 ml of DMEM and centrifuged for 1 min at 100 x g. After an additional wash with DMEM, the pellet was left with 2.5 mL DMEM and 500 µl of Collagenase 1%, and 10 µl of 1% DNase added to the tube. The solution was transferred to a 25 ml flask and incubated at 34.5 °C with shaking (80 rpm) until tubules were well separated (~20 min). The enzymatic reaction was blocked with cold DMEM and centrifuged for 1 min at 100 x g twice. The pellet was left with 2 ml of DMEM and 2 ml of trypsin 0.25%, 350 µl of 1% collagenase, 750 µl of 1% hyaluronidase, and 10 µL of 1% DNase added to the tube. After incubation and washing as above, the enzymatic reaction was blocked with cold DMEM and filtered through a 100 µm mesh and spun at 500 x g for 5 min. The pellet was resuspended in 10 ml of DMEM, 10% SFB, 1% Glutamine, and 0.5% antibiotics, and cells were plated in a Matrigel-coated flask at 33.5 °C to allow Sertoli cells to attach. After 1 h, the culture supernatant containing the spermatogonia was centrifuged for 5 min at 500 x g and the pellet was washed and resuspended in 1 ml of PBS for cell counting. This yielded the spermatogonia cells.

### Isolation of mouse spermatocytes and round spermatids

Spermatocytes and round spermatids were isolated by the density gradient method known as STA-PUT as previously described^7^. Briefly, testes from 10 three-month-old C57BL/6 J mice were decapsulated using forceps, and tubules were collected in a 10 cm dish and washed in 10 ml of DMEM. Tubules were dissociated in 10 mg of collagenase and 20 μg of DNase in 8.5 ml of DMEM for 10 min in a 37 °C incubator with gentle agitation. Tubules were washed twice with cold DMEM. Germ cells were released by enzymatic treatment with 7 mg of collagenase, 15 mg of hyaluronidase, 10 mg of trypsin, and 20 μg of DNase in 8.5 mg of DMEM for 10 min in the 37 °C incubator with gentle agitation. The solution was transferred to a 50 ml conical tube, reconstituted in 45 ml of DMEM, and allowed to sediment for 10 min on ice to separate the heavier tubule pieces away from the germ cells. The supernatant containing germ cells was transferred to a fresh conical tube and centrifuged at 900 × g for 10 min at 4 °C. The cells were washed twice with PBS and loaded onto a 2–4% BSA density gradient to separate the larger spermatocytes and smaller round spermatids by gravity sedimentation for 3 h at 4 °C. Fractions (300 drops per fraction) of the heavier spermatocytes first followed by lighter round spermatids were collected over a 1 h period. Every fifth fraction of approximately 70 total fractions was observed under the light microscope to identify cells as spermatocytes or round-spermatids based on morphology. Fractions containing 90–95% pure populations of spermatocytes or round spermatids were pooled separately and centrifuged at 900 x g for 20 min at 4 °C and the pellets were processed as needed for RNA-seq and PRO-seq.

### Cell Permeabilization

For PRO-seq, cells were permeabilized. Cells (2 × 10^7^) were gently suspended in 1 ml of washing buffer (10 mM Tris-Cl pH 8.0, 10 mM KCl, 250 mM sucrose, 5 mM MgCl2, 0.5 mM DTT, 10% glycerol) and filtered through a 40 µm mesh. The mesh was washed with 9 ml of permeabilization buffer (washing buffer + 0.1% Igepal CA-360) to recover the remaining cells, and the 10 ml cell solution was incubated for 1 min at 25 °C while gently inverting the tubes. Then, the cell solution was centrifuged for 5 min at 500 × g at 25 °C. The supernatant was discarded and the cell pellet was suspended in 1 ml of freezing buffer (50 mM Tris-Cl pH 8.0, 5 mM MgCl_2_, 0.05 mM DTT, 40% glycerol). Cells were counted and permeabilization was ensured by Trypan blue staining. Then, cell solutions were centrifuged, and the pellet was suspended such that 100 µl contained 1 million permeabilized cells. Aliquots with 5 million cells each were snap-frozen in liquid nitrogen and stored at −80 °C for downstream analysis.

### PRO-seq library construction

Aliquots of frozen (−80 °C) permeabilized cells were thawed on ice and pipetted gently to fully resuspend. Aliquots were removed and permeabilized cells were counted using a Luna II, Logos Biosystems instrument. For SG, 1 million permeabilized cells were used for nuclear run-on, with 50,000 permeabilized *Drosophila* S2 cells added to each sample for normalization. For SC and RS, 2 million permeabilized cells with 100,000 S2 cells were used. Nuclear run-on assays and library preparation were performed essentially as described in previously^52,53^. Run-on reactions were performed at 30 °C in 2X nuclear run-on buffer (10 mM Tris (pH 8), 10 mM MgCl2, 1 mM DTT, 300 mM KCl, 20uM/ea biotin-11-NTPs (Perkin Elmer), 0.8 U/uL SUPERase-In (Thermo), 1% sarkosyl). RNA was then isolated using the Total RNA Purification kit (Norgen Biotek) according to manufacturer’s protocol. Chemical fragmentation, adaptor ligations, and reverse transcription were performed as previously^53^. Eluted cDNA was amplified 5-cycles (NEBNext Ultra II Q5 master mix (NEB) with Illumina TruSeq PCR primers RP-1 and RPI-X) following the manufacturer’s suggested cycling protocol for library construction. A portion of pre-CR was serially diluted and for test amplification to determine optimal amplification of final libraries. Pooled Libraries were sequenced at The Bauer Core Facility at Harvard University on an Illumina NovaSeq 6000 using an S1 flow cell and a paired-end 50 bp run.

### Bulk RNA-seq sample and library preparation

Isolated SG, SC, and RS cells were counted, and 1 × 10 ^ 6 cells were resuspended in 1 mL of Trizol and spiked with 1 uL of 1:10 diluted ERCC Spike-in Mix (Invitrogen). RNA was purified according to manufacturer protocol and RNA integrity was confirmed using a TapeStation (Agilent). 210 ng of RNA from each sample was diluted in 10 uL of water as input RNA for library generation using the TruSeq Stranded Total RNA sequencing kit with RiboZero rRNA depletion (Illumina). Manufacturer instructions were followed except for substitution of SuperScriptIII for SuperScriptII. The final libraries were amplified to 10–12 cycles and purified using AMPure XP beads (Beckman Coulter). Pooled libraries (10 nM) were sequenced (paired-end 150 cycles) on an Illumina HiSeq 4000 at Novogene.

### Preparation of single cell suspensions from mouse testis

PND 24 (post-natal day 24) mice of TDP-43 cKO (*N* = 3), NELF-B cKO (*N* = 2) and corresponding littermate/ non-littermate control (*n* = 4) were used for single-cell RNA-seq. Testes were dissected and collected in 35 mm plate with ice cold DMEM (DMEM henceforth). Testes were decapsulated and the seminiferous tubules were minced thoroughly with micro squeeze scissors. The resulting minced tubules were collected in a 15 ml conical centrifuge tube with 10 ml DMEM and washed twice at 100 × g for 1 min in an Eppendorf swing bucket centrifuge (model 5702 R). After the final wash the pellet was suspended in 1 ml DMEM and digested with 250 µl of 1% collagenase and 10 µl of 1% DNase at 35.5 °C for 20 min in a rotating shaker (100 rpm) until tubules were well separated. The enzymatic reactions were stopped by diluting the enzymes with excess amount of (12 ml) DMEM and washed twice at 100 x g for 1 min. After the final wash the pellet was suspended in 1 ml DMEM and put through a second enzymatic digestion with 1 mL of 0.25% trypsin, 350 µl of 1% hyaluronidase, 200 µl of 1% collagenase, and 10 µl of 1% DNase, at 35.5 °C for 20 min in the rotating shaker. The enzymatic digestions were stopped by adding 12 ml of DMEM. The resulting single cell suspensions were filtered through 40 μm EZFlow nylon mesh (Foxx Life Sciences, Londonderry, NH) and the filtered samples were centrifuged at 300 x g for 5 min. The supernatant was discarded carefully, and single cells pellet was suspended in DMEM with 1-2% BSA. Finally, the cell suspensions were passed through Flowmi 40 μm cell strainer (SP Bel-Art, Wayne, NJ) to discard clumped cells and collected in 1.5 ml microfuge tubes. The tubes were stored on ice and proceeded for the 10X genomic facilities.

### Construction of 10 × 3’ RNA Single Cell libraries

Single-cell 3’ cDNA libraries were prepared at the DNA Services laboratory of the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana-Champaign. Single-cell suspensions were delivered to the facility and were counted and checked for viability > 80% using the Nexcelom K2 brightfield/dual florescence cell counter (Nexcelom Biosciences, Lawrence MA) with AO/PI staining, then washed with PBS buffer containing 2.0% BSA, then recounted for library preparation. The target number of cells (5000) from each population were converted into individually barcoded cDNA libraries with the Single-Cell 3’ NextGEM v3.1 Chromium kit from 10X Genomics (Pleasanton, CA) following the manufacturer’s protocols.

Following ds-cDNA synthesis, individually-barcoded dual-index libraries compatible with the Illumina chemistry were constructed. The final libraries were quantitated on Qubit (Life Technologies, Grand Island, NY) and the average size determined on the AATI Fragment Analyzer (Agilent Technologies, Santa Clara, CA). Libraries were pooled evenly and the final pool diluted to 5 nM final concentration. The 5 nM dilution was further quantitated by qPCR on a BioRad CFX Connect Real-Time System (Bio-Rad Laboratories, Inc. CA).

The final 10x single cell library pool was sequenced on the Illumina NovaSeq 6000 S4 flowcell as paired-reads with 150nt in length. The first read of the single-cell libraries is used for the UMI and 10x barcode only, the 2nd read contains the RNA sequencing information. Basecalling and demultiplexing of raw data was done with the mkfastq command of the software Cell Ranger 6.1.1 (10x Genomics). Sorted data was posted to a password-secured AWS site for download and downstream processing.

### Bulk RNA-seq mapping

Reads were quality filtered requiring a mean quality score >= 20 and trimmed to 100 nt. Reads were first mapped to the ERCC spike sequences using STAR 2.7.3a. Reads not mapping to spike were used for alignment to mm10 using parameters --quantMode TranscriptomeSAM GeneCounts --outSAMtype BAM SortedByCoordinate --limitBAMsortRAM 42949672960 --outMultimapperOrder Random --outSAMattrIHstart 0 --outFilterType BySJout --outFilterMismatchNmax 4 --alignSJoverhangMin 8 --outSAMstrandField intronMotif --outFilterIntronMotifs RemoveNoncanonicalUnannotated --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000 --outWigType bedGraph --outWigNorm None --outFilterScoreMinOverLread 0 --outFilterMatchNminOverLread 0. Duplicates were also removed using STAR.

Samples displayed variable recovery of spike-in reads between cell-types. Thus, spike normalization was used in place of DESeq2 size factors for each sample. These were calculated as mapped reference reads / mapped spike reads, and then a genome copy number correction was used for round spermatids to divide spike factors by 2. UCSC Genome Browser tracks representing read coverage were generated from the combined replicates in each condition after normalizing using the factors above.

### PRO-seq mapping

All custom scripts described herein are available on the AdelmanLab GitHub (https://github.com/AdelmanLab/NIH_scripts). Read pairs were trimmed using cutadapt 1.14 to remove adapter sequences (-O 1 --match-read-wildcards -m 20). An additional nucleotide was removed from the end of read 1 (R1), using seqtk trimfq (https://github.com/lh3/seqtk), to preserve a single mate orientation during alignment. The paired end reads were then mapped to a combined genome index, including both the spike (dm6) and primary (mm10) genomes, using bowtie2^54^. Properly paired reads were retained. These read pairs were then separated based on the genome (i.e. spike-in vs primary) to which they mapped. Reads mapping to the reference genome were separated according to whether they were R1 or R2, sorted via samtools 1.3.1 (-n), and subsequently converted to bedGraph format using a custom script (bowtie2stdBedGraph.pl). We note that this script counts each read once at the exact 3’ end of the nascent RNA. Because R1 in PRO-seq reveals the position of the RNA 3’ end, the “+” and “-“ strands were swapped to generate bedGraphs representing 3’ end positions at single nucleotide resolution. Agreement between replicates (*N* = 3 per condition) was determined by summing reads 150 bp downstream of TSSs and determining Spearman’s correlation coefficients (Spermatogonia Spearman’s rho > 0.96, Spermatocytes Spearman’s rho > 0.95, and Round spermatids Spearman’s rho >0.95).

Each sample bedGraph was normalized to the sample with the lowest spike reads with a genome copy number correction used for round spermatid normalization (spike factor / 2). Normalized replicates were then merged to generate bigwig files.

### Generation of transcript annotations

The Get Gene Annotation pipeline was used to generate high-confidence gene annotations based on PRO-seq and RNA-seq (https://github.com/AdelmanLab/GetGeneAnnotation_GGA; 10.5281/zenodo.5519927). A hybrid Ensembl/RefSeq GTF was used as a basis for gene annotations. Unnormalized reads from all nine PRO-seq samples (*n* = 3 for each cell type SG, SC, and RS) were used to refine TSS position for annotated TSSs based on 5’ ends of PRO-seq data, and the bulk RNA-seq was used to define TESs. A minimum 5’ PRO-seq read count of 8 and a search window of 1 kb was required for a gene to be considered active and for re-alignment of the annotated TSS to the position with maximal nascent RNA 5’ end reads. This generated a list of *n* = 20,015 active promoters from our pipeline, including 16,376 protein coding genes, 3145 long non-coding RNAs (lncRNA), and the rest comprised of other small RNA’s and biotypes.

### scRNA-seq analysis

Reads were mapped with 10x Genomics Cell Ranger 7.0.0 to the 2020-A version of the mm10 pre-built reference^55^. Seurat v4.2.0 was used for downstream processing^56^, which mostly followed a tutorial offered by the Harvard Chan Bioinformatics Core (10.5281/zenodo.5826256). This included filtering to keep cells with more than 1000 detected genes and less than 10% mitochondrial transcripts. A gene needed to be detected in more than 15 of these retained cells, resulting in 45,132 cells and 26,567 genes being considered for downstream steps.

Cells were integrated across conditions using SCTransform normalization, in which no additional variables were regressed out. The top 40 principal components were used for cell clustering which had a selected resolution parameter of 0.8. This step yielded 30 clusters which were subsequently identified using marker genes from two earlier studies of mouse spermatogenesis^11,39^. The FindConservedMarkers() function in Seurat helped assign cell types to some clusters that could not be obviously defined from previously highlighted marker genes. We removed one cluster that did not have any reliable conserved markers. Additionally we removed 6 other clusters because of poor quality, resulting in a total of 23 clusters representing 27,578 cells. Further, we removed germ cells expressing NELF-B and TDP-43 from the NELF-B cKO, and TDP-43 cKO samples, respectively. This resulted in 23 clusters representing 24,269 cells which were consolidated into 10 cell type classifications used by another study^11^. Additionally, we also identified the sub stages of spermatocytes (preleptotene:pL, leptotene:L, zygotene:Z, pachytene:P, and diplotene:D) within the SC cluster using markers from earlier studies^38,39^. Cell numbers per cell type were normalized by the number of mice per condition to allow direct comparisons across genotypes. The number of cells per genotype are Control *n* = 11,170, NELF-B cKO *n* = 6,404, and TDP-43 *n* = 6,695.

Differentially expressed genes in SG and early meiotic cells (pL, L, and Z) across conditions were determined via a pseudobulk analysis, using the pairwise Wald test within DESeq2 v1.36.0^57^. Counts were first aggregated across SG, and early meiotic cells to collapse resolution to the level of biological replicates (Control: *n* = 4, NELF-B cKO: *n* = 2, TDP-43 cKO: *n* = 3), and the corresponding sample-level matrix was provided as input to DESeq2. Significance was assessed with a padj < 0.01 threshold and the absolute value of shrunken log2 fold changes was required to be > = 1.

Over/underrepresentation of scRNA-seq DE genes across the bulk clusters was first calculated as the proportion of DE genes within each bulk cluster. These values were then normalized by the relative sizes of each bulk cluster, permitting direct comparisons between the clusters.

### Differentially expressed genes in RNA-seq

Read counts were calculated on a per-gene basis in a strand-specific manner using featureCounts in R version 3.6.1^58^. Differentially expressed genes were identified with DESeq2 using coverage counts from above. For comparisons between cell types (SG versus SC and SC versus RS), an adjusted *p*-value threshold of 0.05 and fold change > 1.5 was used.

### Differentially expressed genes in PRO-seq

Read counts were calculated per gene, in a strand-specific manner, based on the annotations described above, using the custom script make_heatmap (available at https://github.com/AdelmanLab/NIH_scripts; 10.5281/zenodo.5519914). This quantification procedure includes signal from the dominant TSS to TES. Differentially expressed genes were identified using DESeq2. Spike normalization factors were enforced. An adjusted *p*-value threshold of < 0.05 and fold change > 1.5 was used as in the RNA-seq analysis.

### Cluster analysis

All genes that showed differential expression in any cell type were evaluated (*n* = 17,141). The relative expression of each gene in each cell type was calculated as a fraction of the cell type with the maximum RNA-seq levels, where the highest cell type = 1. The genes were clustered using K-means and standard Euclidean distances into 6 clusters. PRO-seq relative gene body (TSS + 250 to TES) and promoter (TSS to TSS + 150) window signals were calculated similarly. Genes that were p-adj. = “NA” in the PRO-seq DESeq2 output were filtered out to generate a final differentially expressed gene list of *n* = 17,078 genes used in downstream analysis.

### Functional enrichment of gene categories

Gene sets were queried for enriched gene ontology categories using clusterProfiler v4.4.4^59^. Considered categories were from the Biological Process (BP) subontology and p-values were corrected via the Benjamini & Hochberg method (BH). Significant categories satisfied a qvalueCutoff = 0.05 and were subsequently consolidated on the Revigo website^60^, with representative categories reported.

### Motif analysis

Sequences of promoter regions 100 nt upstream of the TSS were obtained using our GGA coordinates and the UCSC table browser tool in the mm10 genome. The TATA motif position weight matrix was from ElemeNT^61^, and was run in the Find Individual Motif Occurrences (FIMO) tool in the MEME suite using default options^62^. Results filtered to a p-value ≤ 0.005 and number of genes with matches was used to calculate percent.

### Double-strand break analysis

SPO11-oligo raw total mapped reads in SC from an earlier study were merged across the B6 and Atm wt genotypes^40^, and quantified over active TSSs using make_heatmap, as described above. To compare these read distributions across SG promoter count quartiles, promoters with < 5 reads in SG were filtered out (*n* = 14,803 remaining) prior to defining quartiles. SPO11 signal was summed over the +/−500nt window relative to TSSs. H3K4me3 ChIP-seq reads in B6^44^, re-used by that same study^40^, were also summed across the +/−500nt window relative to active TSSs.

### Metagene analysis

Composite metagene distributions were generated by summing sequencing reads within bins at each indicated position with respect to the TSS and dividing by the number of TSSs included within each group. For PRO-seq, bins are 20 nt. For SPO11 and H3K4me3, bin size is 50 bp. These were plotted around the TSS at distances indicated in figure legends. Heatmaps of relative RNA-seq and PRO-seq signals, SG PRO-seq, and SPO11 oligo data were generated using Partek Genomics Suite version 7.19.1125.

### Preparation of chromosomal spreads for meiotic spermatocytes

Chromosome spread slides were prepared as described previously^63^. Briefly, testes were dissected and submerged in a phosphate-buffered saline (PBS) solution. The seminiferous tubules were gently squeezed out from the tunica albuginea, minced in 50 µl of PBS on a depression slide until a cloudy cell suspension is formed. Next, the cell suspension was transferred to a 1.5 ml Eppendorf tube containing 1 ml of PBS. After centrifugation, the supernatant was carefully aspirated and 80 μl of 0.1 M sucrose was added to resuspend the testicular cells.

Prior to spreading these testicular nuclei, glass slides were coated with a solution comprising 1% paraformaldehyde (PFA) and 0.1% Triton X-100. On each slide, 18 μl of sucrose cell suspension was gently added to the PFA solution, ensuring an even distribution across the slide surface. Subsequently, the slides were placed in a sealed humid chamber for an overnight incubation. The next morning, the chamber was kept ajar for 30 min, after which the slides were taken out of the chamber to facilitate thorough drying. Thereafter, the slides were immersed in a Coplin jar filled with distilled water, undergoing a 5 min agitation on a shaker at room temperature. After undergoing two additional washes in a 0.4% Photo-Flo 200 (Kodak; 1464510) solution, the slides were taken out and left to air dry. Finally, these slides were either immuno-stained immediately or stored in a −80 °C freezer for future use.

### Immunostaining of meiotic chromosomal spreads

Meiotic chromosomal spreads obtained from both NELF-B cKO and WT mice were subjected to immunostaining per ref. ^64^. Briefly, the chromosomal spreads underwent two washes with Tris-buffered saline containing 0.1% Tween-20 (TBST). Next, the slides were subjected to two 15 min incubations with 250 μl of 10% antibody dilution buffer (ADB) blocking solution (0.3% bovine serum albumin, 10% normal goat serum, and 0.005% Triton- X-100 in TBS). Each slide was further applied with 100 μl of primary antibodies: anti-SYCP3 (Abcam; 15093) diluted at 1:200; anti- ɣH2AX (Millipore Sigma; 05-636) diluted at 1:500; or anti RPA (Abcam; 76420) 1:200. After exposure to antibodies, the slides were covered with plastic cover slips and incubated overnight in a dark, humid container at room temperature. Coverslips were detached by gentle peeling using tweezers. Subsequently, slides were incubated in 10% ADB, repeated twice for 15 min each. Goat secondary antibodies (anti-mouse 594 [Molecular Probes; A11020; 1:1000 dilution]; anti-rabbit 488 [Molecular Probes; A11070; 1:1000 dilution]) were diluted in ADB and applied onto the slides. These slides were then covered with plastic coverslips and incubated in a dark, moist box at 37 °C for 1 h. Afterward, the slides were taken out of the incubator and allowed to equilibrate to room temperature. The coverslips were carefully removed, followed by three washes with TBST. After completing the TBST washes, the slides underwent two additional washes with distilled water and left to air dry for 5 min. Finally, slides were mounted with 25 μl of Prolong mounting media (Fisher Scientific; P36970) containing 4′,6-Diamidine-2′-phenylindole dihydrochloride (DAPI; Millipore Sigma; D9542), and then covered with a glass coverslip.

### Imaging and data analysis

Spermatocyte nuclei were captured using Keyence BZ-X microscope. Subsequently, the acquired images were subjected to quantitative analysis using ImageJ software. The areas of ɣ-H2AX and DAPI were measured using ImageJ before calculating the ratio of ɣ-H2AX to DAPI areas. ImageJ was also applied to count the RPA foci.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

Bulk RNA-seq, PRO-seq, and scRNA-seq data generated in this study were deposited in the NCBI GEO database under accession code GSE228454. Previously published SPO11 oligo data is available at the NCBI GEO database under accession code GSE84689^40^. Published H3K4me3 ChIP-seq data is available at the NCBI GEO database under accession code GSE52628^44^. The mouse reference genome mm10 is publicly available from UCSC https://hgdownload.soe.ucsc.edu/goldenPath/mm10/bigZips/. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

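The deposited matrices hold whole counts of UMIs per gene and barcode, which the authors made with Cell Ranger from 3′ libraries, as deposited without normalization and before any choice of cells. The file headers name Cell Ranger 4 and the methods name version 7.0.0. No reads were mapped again, and the counts were used as they are.

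Barcodes with over 1000 genes and under 10% mitochondrial UMIs were kept, and genes in over 15 of them. Counts were scaled to the total of the cell and log-transformed. The 3000 genes with the largest dispersion for their mean gave 40 principal components, 20 neighbours per cell and clusters by leidenalg 0.10.2 at a resolution of 0.8, with seed 7. Each cluster took the cell type with the highest mean marker score. It was left without a name if fewer than 3 markers were at least 2-fold above the other clusters, if its leading genes or its markers belonged to another lineage as well, or if its cells held few UMIs for their mouse and no marker led. Limits of a median of 2000 UMIs and of 80% of cells from 1 mouse were added after the clusters had been seen. All marker lists named clusters: SG, pL, L, Z, P, D, RS, Sertoli, Leydig, myoid, endothelial, macrophage, innate lymphoid and interstitial. The innate lymphoid markers, which the paper gives, named a cluster whose leading genes are also those of macrophages and dendritic cells.

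Germ cells with a UMI of the targeted gene were left out of the cKO mice, as in the paper. The controls were not treated alike, and alternatives without any removal and with removal in the control mice too were run. Whether a cell holds such a UMI depends on its depth as well as on the deletion.

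Counts were summed per mouse and cell type. They were tested with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit, glmQLFTest) in R 4.3.3 over all 9 mice, and with DESeq2 1.42.0 and apeglm 1.24.0, where the paper used DESeq2 1.36.0. Genes were called at an adjusted p under 0.01 and a log2 fold change of at least 1 in size, the paper's thresholds. Sets were tested with camera at a correlation of 0.01 and with fry in limma 3.58.1. Integration used Seurat 5.3.0, where the paper used 4.2.0. Numbers of cells were tested with edgeR without TMM, beside exact permutation tests.

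The genes reported by name are those the paper names in its single cell results and, for each cKO, the 3 called genes with the largest log2 fold change in each direction whose mice do not overlap between the groups, without the targeted gene.

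The RNA-seq of sorted cells, PRO-seq and SPO11 data behind other parts of the paper were not in these files and were left out. The table of gene clusters was held in part, so cluster 4 is described and not tested, and no enrichment of gene ontology terms was run, because no such database was at hand.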

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

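The rules that pick these results were set before the data were examined, and the tests of their causes were written after the values had been seen, except for the test of joined cells in P SC of control replicate 1. Of 83 measures, 4 had a mouse past the limit of Dixon's test, about as many as chance gives.

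Endothelial cells made up 0.803% of the cells of control replicate 4, where the nearest control mouse had 0.402%. The lower bound of its exact interval is 0.520%, and the intervals of the other control mice reach up to 0.739%, so counting of few cells is not excluded.

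Macrophages made up 1.60% of the cells of control replicate 1, where the nearest control mouse had 0.442%. The lower bound of the exact interval is 1.16%, above the 0.770% that the intervals of the others reach, so counting of few cells alone does not explain this.

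Heat shock genes took 2547 CPM in Leydig cells of control replicate 4, against 1475 to 1491 in the other control mice. In interstitial cells the same mouse had 2462, the highest of the control mice, which is in line with handling that raised these genes in its somatic cells.

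The free RNA estimated from Leydig markers was 52.7% in P SC of control replicate 1, against 15.6% to 17.7% in the others. Of the Leydig marker UMIs in its P SC, 72.8% lay in 5 of 178 cells, which is in line with a few P SC joined with a Leydig cell rather than with free RNA. That estimate should not be read as free RNA in this mouse.

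Leydig markers in barcodes of 1 to 100 UMIs took 540.1 CPM in NELF-B cKO replicate 1, 1440 in replicate 2, 1393 in TDP-43 cKO replicate 1 and 209.3 in replicate 3, against 63.4 to 128 in the control mice. Spearman's rho with the share of Leydig cells over the 9 mice was 0.967, in line with more Leydig cells in the suspension as the source. With NELF-B cKO replicate 2 and TDP-43 cKO replicate 1 left out, rho was 0.929 over 7 mice.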

How the results depend on the processing

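The free RNA corrections, the combinations of DESeq2 with another change, the same mixture of stages from integrated clusters, and the count without calls shared with somatic cells were chosen after the data were seen. The other alternatives were set before the data were examined. Where no cause is named below, the cause was not tested. Values are log2 fold changes unless they count genes, and calls of cells and genes are those of edgeR unless DESeq2 is named.

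DESeq2 in place of edgeR called 95 genes lower and 75 higher in the NELF-B cKO, 1065 and 68 in the TDP-43 cKO, and 67 and 4 in both. The numbers that follow are in the same order. DESeq2 with no cell left out gave 84 and 88, 1012 and 98, and 32 and 9. The sign of single genes turned, to -0.073 for Nelfb in the TDP-43 cKO. DESeq2 with cells left out of the control mice too gave 221 and 133, 422 and 35, and 37 and 3. Single genes changed sign, to -0.071 for Rad51c in the NELF-B cKO. DESeq2 with the same mixture of stages gave 3 and 12, 83 and 19, and 1 and 2. That setting kept only 69 SG and 28 pL, 32 L and 30 Z SC per mouse, so the loss of cells may also lower these numbers. Opposite in sign for genes were 0.00081 for Tardbp in the NELF-B cKO and 0.020 for Spata22 in the TDP-43 cKO. DESeq2 with the integrated clusters gave 43 and 84, 643 and 63, and 13 and 9. DESeq2 without calls shared with Leydig or Sertoli cells gave 94 and 72, 424 and 64, and 34 and 4. DESeq2 without NELF-B cKO replicate 1 gave 559 and 89, 1465 and 97, and 487 and 5. DESeq2 without NELF-B cKO replicate 2 gave 90 and 191, 1498 and 94, and 21 and 6. DESeq2 without TDP-43 cKO replicate 1 gave 157 and 95, 574 and 65, and 111 and 4. DESeq2 without TDP-43 cKO replicate 2 gave 96 and 77, 800 and 63, and 70 and 7. DESeq2 without TDP-43 cKO replicate 3 gave 88 and 77, 702 and 73, and 58 and 9.

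The called genes of the TDP-43 cKO lie close under the threshold, so their number moves with most settings. Without the filter on low counts, edgeR called 249 genes lower and 23 higher in the TDP-43 cKO. With only the 2 groups of the contrast in the fit, edgeR called 1081 genes lower and 74 higher in the TDP-43 cKO. In SG alone, edgeR called 1 gene lower and 0 higher in the TDP-43 cKO (2162 and 1482 at an unadjusted p under 0.05). The sign of single genes turned, to 0.033 for Tardbp in the NELF-B cKO. In pL, L and Z SC alone, edgeR called 449 genes lower and 186 higher in the TDP-43 cKO. Single genes changed sign, to 0.30 for Spata22 in the TDP-43 cKO. With the same mixture of stages, and so with the fewer cells given above, edgeR called 1 gene lower and 0 higher in the TDP-43 cKO (1766 and 908 at an unadjusted p under 0.05). Opposite in sign for genes were 0.0010 for Tardbp in the NELF-B cKO and -0.0054 for Nelfb and 0.18 for Spata22 in the TDP-43 cKO. With the integrated clusters, edgeR called 1 gene lower and 0 higher in the TDP-43 cKO (3633 and 2265 at an unadjusted p under 0.05). The sign for cells turned, to 1.42 for myoid cells in the NELF-B cKO. Cells gained size or a call, at 2.60 for myoid cells in the TDP-43 cKO. The set of meiotic genes grew in size or gained a call, at -0.11 for SG in the NELF-B cKO. With the stricter filter of over 2000 genes and under 5% mitochondrial transcripts, edgeR called 772 genes lower and 127 higher in the TDP-43 cKO. It called 1 gene higher in the NELF-B cKO and 1 in both. Larger or newly called for cells were -3.15 for P SC in the NELF-B cKO and 1.72 for Sertoli cells in the TDP-43 cKO. The sign of single genes turned, to -0.013 for Nelfb and -0.079 for Rad51c in the TDP-43 cKO.

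With no cell left out, edgeR called 0 genes lower and 0 higher in the TDP-43 cKO (4095 and 2795 at an unadjusted p under 0.05). Numbers of cells changed sign, to 0.042 for pL, L and Z SC in the TDP-43 cKO. Calls of cells were lost, at 2.48 for Leydig cells and 2.02 for interstitial cells in the NELF-B cKO and -2.52 for P SC, -3.17 for D SC, -3.90 for RS, 1.46 for Leydig cells and 1.78 for interstitial cells in the TDP-43 cKO. The set of meiotic genes lost its call, at -0.13 for pL, L and Z SC in the TDP-43 cKO. Single genes changed sign, to -0.070 for Nelfb in the TDP-43 cKO. This follows from the construction for P SC and D SC, because nearly every P SC and most D SC hold a Tardbp UMI in the control mice as well.

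With cells left out of the control mice too, edgeR called 0 genes lower and 0 higher in the TDP-43 cKO (2558 and 1297 at an unadjusted p under 0.05). In the NELF-B cKO it called 0 lower (2334 at an unadjusted p under 0.05), since Nelfb is then absent in all mice. Opposite in sign for cells were 0.016 for pL, L and Z SC and -0.15 for innate lymphoid cells in the NELF-B cKO and 0.56 for pL, L and Z SC, -0.21 for Sertoli cells, -0.051 for endothelial cells, -0.14 for innate lymphoid cells and 0.46 for all SC in the TDP-43 cKO. No longer called for cells were 1.93 for Leydig cells and 1.45 for interstitial cells in the NELF-B cKO and -2.02 for P SC, -3.69 for D SC, -4.27 for RS, 0.90 for Leydig cells and 1.18 for interstitial cells in the TDP-43 cKO. The median of the meiotic genes changed sign, to 0.068 for P and D SC in the NELF-B cKO and 0.083 for pL, L and Z SC in the TDP-43 cKO. The set of meiotic genes lost its call, at -0.013 for all SC in the TDP-43 cKO. Opposite in sign for genes were -0.066 for Rad51c in the NELF-B cKO.

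With the estimated free RNA subtracted, edgeR called 2 genes lower and 128 higher in the NELF-B cKO, 26 and 154 in the TDP-43 cKO, and 120 higher in both. The share subtracted from these cells was 19.6% to 23.1% in the control mice and 3.28% to 16.2% in the cKO mice. Genes of free RNA are thus lowered most in the control mice, so the genes called higher can come from the unequal shares. The meiotic genes turned in sign, to 0.18 for SG in the NELF-B cKO and 0.13 for SG in the TDP-43 cKO. Larger or newly called for the meiotic genes was -0.083 for P and D SC in the NELF-B cKO. The free RNA estimated in P and D SC was 37.8% in control replicate 1, against 11.2% to 16.7% in the other control mice. As stated above, the estimate for P SC of this mouse should not be read as free RNA, so the value of -0.083 is uncertain. The sign of single genes turned, to -0.054 for Rad51c in the NELF-B cKO and -0.079 for Nelfb and -0.017 for Rad51c in the TDP-43 cKO. The profile came from barcodes of 1 to 100 UMIs. The version set before the data were examined, from 10 to 100 UMIs, could not be computed, because TDP-43 cKO replicate 2 has no UMI of a Leydig marker there. With a share of 10% in every mouse, edgeR called 1 gene lower and 0 higher in the NELF-B cKO, 195 and 12 in the TDP-43 cKO, and 0 higher in both. The meiotic genes then changed as follows. The median of the meiotic genes changed sign, to 0.050 for SG in the NELF-B cKO. The set of meiotic genes lost its call, at -0.047 for SG in the TDP-43 cKO.

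With the replicate block, which pairs mice that carry the same replicate number, edgeR called 0 genes lower and 0 higher in the TDP-43 cKO (3196 and 1427 at an unadjusted p under 0.05). Cells changed direction, with 0.11 for pL, L and Z SC, 0.098 for myoid cells and 0.36 for endothelial cells in the NELF-B cKO. Cells lost a call, at 2.27 for Leydig cells and 1.77 for interstitial cells in the NELF-B cKO and -6.66 for D SC, -3.77 for RS, 1.54 for Leydig cells and 2.06 for interstitial cells in the TDP-43 cKO. The correlation of the deviations of mice with the same number ranged from -0.358 to 0.353, so the numbers do not pair the mice.

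Numbers in proportion to germ cells changed as follows. The sign for cells turned, to 0.47 for pL, L and Z SC and 0.0092 for all SC in the NELF-B cKO and 0.48 for pL, L and Z SC in the TDP-43 cKO. Cells gained size or a call, at 1.31 for SG in the NELF-B cKO and 1.77 for SG in the TDP-43 cKO. Without normalization, numbers of cells changed as follows. Numbers of cells changed sign, to 0.036 for Sertoli cells in the NELF-B cKO. Calls of cells were lost, at 2.66 for Leydig cells and 2.26 for interstitial cells in the NELF-B cKO and 1.90 for Leydig cells in the TDP-43 cKO. Proportions to Sertoli cells differed as follows. Opposite in sign for cells were -0.18 for SG and -0.058 for innate lymphoid cells in the TDP-43 cKO. No longer called for cells were 2.43 for Leydig cells and 2.15 for interstitial cells in the NELF-B cKO and 0.76 for Leydig cells and 1.23 for interstitial cells in the TDP-43 cKO. TMM factors across cell types had these effects. Cells lost a call, at 2.42 for Leydig cells and 1.92 for interstitial cells in the NELF-B cKO and 1.35 for Leydig cells in the TDP-43 cKO. Larger or newly called for cells were -2.19 for all SC in the TDP-43 cKO. A clustering resolution of 1.2 had these effects. Cells changed direction, with 1.21 for Sertoli cells in the NELF-B cKO. Cells gained size or a call, at -3.51 for P SC and 2.39 for macrophages in the NELF-B cKO and 2.85 for Sertoli cells in the TDP-43 cKO. Clustering with the meiotic genes kept had these effects. The sign for cells turned, to 0.067 for pL, L and Z SC in the TDP-43 cKO. The set of meiotic genes grew in size or gained a call, at -0.12 for SG in the NELF-B cKO. Sums without normalization had these effects. The meiotic genes turned in sign, to 0.41 for SG in the NELF-B cKO and 0.11 for SG in the TDP-43 cKO. With all 91 genes, this value changed. Larger or newly called for the meiotic genes was -0.092 for SG in the NELF-B cKO.

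When each mouse was left out in turn, the lowest and highest values were as follows. Genes higher in the NELF-B cKO ranged from 0 to 25 with edgeR. Genes lower in the TDP-43 cKO ranged from 1 to 969 with edgeR. Genes higher in the TDP-43 cKO ranged from 0 to 72 with edgeR. Genes higher in both cKO ranged from 0 to 2 with edgeR. Shares of cells in the NELF-B cKO ranged from -0.86 to 0.17 for pL, L and Z SC, -3.81 to -1.40 for P SC, -5.38 to 0.0014 for D SC, -5.85 to -1.10 for RS and -0.34 to 0.12 for Sertoli cells. Shares of cells in the NELF-B cKO ranged from 1.54 to 3.10 for Leydig cells, -1.66 to 0.34 for myoid cells, -0.30 to 0.20 for endothelial cells, 1.35 to 3.38 for macrophages and -0.16 to 0.93 for innate lymphoid cells. Shares of cells in the NELF-B cKO ranged from 1.79 to 2.30 for interstitial cells and -1.47 to -0.14 for all SC. Shares of cells in the TDP-43 cKO ranged from 0.61 to 1.198 for SG, -0.66 to 0.066 for pL, L and Z SC, -4.61 to -3.28 for RS, 1.07 to 2.31 for Leydig cells and 0.71 to 1.47 for endothelial cells. Shares of cells in the TDP-43 cKO ranged from 0.76 to 2.48 for macrophages and -1.36 to -0.62 for all SC. Medians of the meiotic genes in the NELF-B cKO ranged from -0.18 to 0.018 for SG, -0.065 to 0.067 for P and D SC and -0.71 to -0.14 for all SC. Medians of the meiotic genes in the TDP-43 cKO ranged from -0.99 to -0.77 for all SC. Single genes in the NELF-B cKO ranged from -0.022 to 0.074 for Rad51c. With either NELF-B cKO mouse left out, the other is a lone mouse, and its fit takes the spread of the other genotypes as its own.

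The share of cells with a UMI of the targeted gene falls with depth by construction. With cells thinned to 2000 UMIs, the share with a Nelfb UMI in the NELF-B cKO and with a Tardbp UMI in the TDP-43 cKO was 0.708% of SG for Nelfb, 0.789% of pL, L and Z SC for Nelfb, 7.12% of RS for Nelfb, 5.95% of SG for Tardbp, 13.0% of pL, L and Z SC for Tardbp and 12.3% of RS for Tardbp.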

Differences from the paper's values

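The combinations of DESeq2 with another change and the subtraction of free RNA were chosen after the values had been seen, and the other alternatives named here were set before the data were examined.

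The paper has 501 SG per control mouse, and 323.25 were found. The paper's value was reached within 1.5-fold with Seurat integration, clustering with all genes, a resolution of 0.4 and without control replicate 1, and not with the other alternatives. For the NELF-B cKO the paper has 755 SG and 501 were found. No cell left out, Seurat integration, clustering with all genes, a resolution of 0.4 and leaving out NELF-B cKO replicate 2 came within 1.5-fold, and the others did not.

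For pL, L and Z SC of control mice, the paper has 473 and 713 were found. Removal of cells with a Nelfb UMI in the control mice too, Seurat integration, clustering with all genes, a resolution of 0.4 and leaving out control replicate 3 or 4 came within 1.5-fold, and the others did not, among them removal of cells with a Tardbp UMI in the control mice. For P SC of the NELF-B cKO, the paper has 138 and 87 were found, and only no cell left out and leaving out replicate 2 came within 1.5-fold. For P SC of the TDP-43 cKO, the paper has 7 and 2 were found, and only Seurat integration came near, with 5. For D SC of the TDP-43 cKO, the paper has 4 and 1 was found, and only clustering with all genes and a resolution of 0.4 came near, the latter with 4.

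The paper calls 105 genes lower in the NELF-B cKO and 1 was called here with edgeR (2126 at an unadjusted p under 0.05). Among the alternatives set in advance, only DESeq2 came within 1.5-fold, with 95. The paper calls 102 higher and 0 were called with edgeR (1950 at an unadjusted p under 0.05), and among the alternatives set in advance only DESeq2 came within 1.5-fold, with 75. Subtraction of the estimated free RNA, whose share was larger in the control mice, gave 128 with edgeR, but subtraction of 10% in every mouse gave 0. In the TDP-43 cKO, the paper calls 776 lower and 150 were called. DESeq2, only the 2 groups in the fit, leaving out a NELF-B cKO mouse and the stricter cell filter came within 1.5-fold, and the others set in advance did not. DESeq2 came within 1.5-fold as well with Seurat integration (643), with no cell left out (1012) and without TDP-43 cKO replicate 1 (574), 2 (800) or 3 (702). The paper calls 66 higher and 14 were called. DESeq2, only the 2 groups in the fit and leaving out a NELF-B cKO mouse came within 1.5-fold, and the others set in advance did not.

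In both cKO, the paper has 53 genes lower and 0 were called with edgeR, where DESeq2 gave 67. The paper has 11 higher in both and 0 were called with edgeR, and no alternative set in advance came within 1.5-fold, with 4 from DESeq2. DESeq2 with no cell left out, with Seurat integration or without TDP-43 cKO replicate 3 gave 9.

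The paper's source data have 773.25 Tardbp UMIs in SG per control mouse and 514.25 were found, for which no alternative was run.

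The paper states high Nelfb and Tardbp in SG and SC against other cell types. Tardbp had more CPM in Sertoli cells than in SG in all control mice, and how much of this is free RNA, which had 79.2 to 141 CPM in barcodes of 1 to 100 UMIs, was not estimated. Nelfb in endothelial cells, with 35.2 to 60.0 CPM, lay above its level in all SC. The paper lists Rad51c among the genes with defects, and it was not lower in either cKO. The paper places the effect from Z on, and Z SC did not pass a test in either cKO. The paper's sums have 60 of 91 meiotic genes lower in SG of the TDP-43 cKO, and 35 were lower here.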

Other observations

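The tests of causes in this part were written before the data were examined for the removal of cells, the splits of mice, the escape from deletion in SG and the UMIs of meiotic genes in P and D SC, and after the values had been seen for the others.

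The removal of cells alone lowers the genes called in the TDP-43 cKO. In the control mice, the same removal gave them a median log2 fold change of -0.49 against -1.59 in the cKO, so the removal is not the whole cause. Free RNA from later germ cells is a candidate explanation for much of the rest: the same genes had a median of -1.80 in Sertoli cells, in which Stra8-iCre is not active. With the same mixture of SG, pL, L and Z in each mouse the median was -1.12, with -1.24 to -1.01 in the 3 cKO mice and -0.38 to 0.32 in the control mice, so another mixture of these stages is not the whole cause. The test of free RNA was against it for Meiob, whose fall in somatic cells was at most 0.0754 times that in germ cells, and could not tell for Spo11, with at most 0.517 times.

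Of the 35 ways to split the 4 control and 3 TDP-43 cKO mice, 1 gave as many calls with edgeR, and 1 of 35 with DESeq2, in both cases the true split.

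Cells with a Tardbp UMI in the TDP-43 cKO may not be cells that escaped the deletion. Of the SG of these mice, 47.2% had no Tardbp UMI. A mixture of deleted cells and cells at the control level would give 62.76%, and 1 lower rate in all cells would give 45.59%. In pL, L and Z SC, 48.9% had none, where the mixture would give 66.5% and 1 lower rate 42.0%, so neither accounts for these cells alone. Their replicates 2 and 3, with 50.7% and 47.0%, lay between the 2 models. The UMIs are read from an exon outside the deleted part, so the removal could take out cells with the deletion.

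NELF-B cKO replicate 1 kept many late germ cells and replicate 2 few. A mislabelled mouse is not the explanation, because Nelfb in its SG was 9.09% of the control rate. A less complete deletion in replicate 1 stays open: in pL, L and Z SC it had 3.30% of the control rate against 7.10% in replicate 2, but in SG replicate 2 had less, with 7.64%. Pearson's r between the Sertoli cells of the 2 NELF-B cKO mice was 0.885, below that of replicate 1 with any control mouse. This cannot tell a batch shared with other mice from free RNA of germ cells, which also differed between the 2 mice. The 149 genes that edgeR called lower in the TDP-43 cKO had medians of -0.26 in Sertoli cells of replicate 1 and -1.86 in replicate 2. In barcodes of 1 to 100 UMIs, these medians were -0.13 and -1.82. In Sertoli cells, r of replicate 2 was 0.967 to 0.974 with the TDP-43 cKO mice and 0.790 to 0.904 with the control mice. For replicate 1, r was 0.854 to 0.925 with the TDP-43 cKO mice and 0.919 to 0.956 with the control mice. Stress of the dissociation would part the mice in this way by immediate early genes, which it did in 0 of 3 cell types. The batches of the libraries are not given and were not tested. The names of the deposited files hold words that look like a heterozygous control mouse, replicate 2, and like litters, some of them shared between control and cKO mice, which the sample labels do not state.

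RS of NELF-B cKO replicate 1 held Nelfb at the control level. Free RNA is not the explanation, with 2.78 CPM in barcodes of 1 to 100 UMIs, and neither is depth, since 5.91% of these RS had a Nelfb UMI at 1 depth. Whether these RS came from germ cells that kept Nelfb stays open, since their precursors held little of it: P SC of the mouse had 8.26% of the control mean, and 4.52% of its D SC had a Nelfb UMI against 41.7% to 50.4% in the control mice.

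The fall of meiotic genes in sums over SC of the NELF-B cKO is not from fewer UMIs of SC alone: in CPM of all SC their median log2 fold change was -0.35, and they took 18581 and 17451 CPM against 19805 to 20965 in the control mice. In P and D SC it was -0.030, so there the fall in sums is in line with fewer UMIs.

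The larger share of Leydig and interstitial cells could come from the loss of germ cells, but in proportion to Sertoli cells the lowest of the 4 log2 fold changes was 0.76, for Leydig cells of the TDP-43 cKO, which cannot tell there. In the NELF-B cKO they were 2.43 for Leydig and 2.15 for interstitial cells, with both mice above every control mouse, so the loss of germ cells is not the whole cause in that genotype. More interstitial tissue in the suspension stays open, with 0.46 for macrophages in proportion to Sertoli cells in the TDP-43 cKO and 2.39 in the NELF-B cKO.

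The low number of genes called in the NELF-B cKO could come from the spread between its 2 mice. With 1 of them left out, edgeR called at most 26 genes, which cannot tell.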
